# Investigating Abiotic and Biotic Mechanisms of Pyrite Reduction

**DOI:** 10.3389/fmicb.2022.878387

**Published:** 2022-05-09

**Authors:** Rachel L. Spietz, Devon Payne, Gargi Kulkarni, William W. Metcalf, Eric E. Roden, Eric S. Boyd

**Keywords:** methanogens, pyrrhotite (Fe_1–_*_*x*_*S), dissolution, hydrogen, extracellular electron transfer, pyrite (FeS_2_)

## Abstract

Pyrite (FeS_2_) has a very low solubility and therefore has historically been considered a sink for iron (Fe) and sulfur (S) and unavailable to biology in the absence of oxygen and oxidative weathering. Anaerobic methanogens were recently shown to reduce FeS_2_ and assimilate Fe and S reduction products to meet nutrient demands. However, the mechanism of FeS_2_ mineral reduction and the forms of Fe and S assimilated by methanogens remained unclear. Thermodynamic calculations described herein indicate that H_2_ at aqueous concentrations as low as 10^–10^ M favors the reduction of FeS_2_, with sulfide (HS^–^) and pyrrhotite (Fe_1–_*_*x*_*S) as products; abiotic laboratory experiments confirmed the reduction of FeS_2_ with dissolved H_2_ concentrations greater than 1.98 × 10^–4^ M H_2_. Growth studies of *Methanosarcina barkeri* provided with FeS_2_ as the sole source of Fe and S resulted in H_2_ production but at concentrations too low to drive abiotic FeS_2_ reduction, based on abiotic laboratory experimental data. A strain of *M. barkeri* with deletions in all [NiFe]-hydrogenases maintained the ability to reduce FeS_2_ during growth, providing further evidence that extracellular electron transport (EET) to FeS_2_ does not involve H_2_ or [NiFe]-hydrogenases. Physical contact between cells and FeS_2_ was required for mineral reduction but was not required to obtain Fe and S from dissolution products. The addition of a synthetic electron shuttle, anthraquinone-2,6-disulfonate, allowed for biological reduction of FeS_2_ when physical contact between cells and FeS_2_ was prohibited, indicating that exogenous electron shuttles can mediate FeS_2_ reduction. Transcriptomics experiments revealed upregulation of several cytoplasmic oxidoreductases during growth of *M. barkeri* on FeS_2_, which may indicate involvement in provisioning low potential electrons for EET to FeS_2_. Collectively, the data presented herein indicate that reduction of insoluble FeS_2_ by *M. barkeri* occurred *via* electron transfer from the cell surface to the mineral surface resulting in the generation of soluble HS^–^ and mineral-associated Fe_1–_*_*x*_*S. Solubilized Fe(II), but not HS^–^, from mineral-associated Fe_1–_*_*x*_*S reacts with aqueous HS^–^ yielding aqueous iron sulfur clusters (FeS_*aq*_) that likely serve as the Fe and S source for methanogen growth and activity. FeS_*aq*_ nucleation and subsequent precipitation on the surface of cells may result in accelerated EET to FeS_2_, resulting in positive feedback between cell activity and FeS_2_ reduction.

## Introduction

Iron disulfide, or pyrite (FeS_2_), is the most abundant sulfide mineral in Earth’s crust and its formation and fate modulate the biogeochemical cycles of iron (Fe), sulfur (S), oxygen, and carbon (Berner, 1984; Benning et al., 2000; Schoonen, 2004). Under oxic conditions, aerobic microorganisms can accelerate the oxidative dissolution of FeS_2_ (Percak-Dennett et al., 2017), a process that represents the primary input of sulfur to both the marine (Konhauser et al., 2011) and terrestrial biospheres since at least 2.8 Gya (Stüeken et al., 2012) or even earlier (Crowe et al., 2013). However, far less is known of the fate of FeS_2_ in anoxic environments. Anaerobic oxidation of FeS_2_ coupled to manganese oxide reduction (Schippers and Jørgensen, 2001) or nitrate reduction (Jorgensen et al., 2009; Jakus et al., 2021) has been demonstrated by microorganisms inhabiting marine sediments and subsurface aquifers, respectively. However, the generation of substantial manganese oxide or nitrate to sustain such reactions requires oxygen (Tipping, 1984; Garvin et al., 2009) or, in the absence of oxygen, abiotic or biotic photochemical processes (Johnson et al., 2013; Daye et al., 2019; Liu et al., 2020). These factors, therefore, likely limit the distribution of anaerobic FeS_2_ oxidation processes, both biotic and abiotic, to near surface environments that are either suboxic to anoxic or where light is available.

In addition to oxidative pathways, studies have shown that FeS_2_ can be abiotically reduced at high temperature (>90°C) and in the presence of high hydrogen (H_2_) partial pressures (>8 bar, equivalent to 7 mM aqueous; Hall, 1986; Truche et al., 2010). During abiotic FeS_2_ reduction at high temperature, sulfide (HS^–^) is released into solution and the iron sulfide mineral pyrrhotite (Fe_1–_*_*x*_*S) precipitates on the surface of FeS_2_ (Truche et al., 2010). At lower temperatures, reduced chromium ions can also promote abiotic reduction of FeS_2_, a feature that is exploited to determine total S in FeS_2_-containing environmental samples (Canfield et al., 1986). However, high temperature (>90°C) environments with high concentrations of H_2_ (>7 mM aqueous) or environments that have high concentrations of reduced chromium ions are rare and, in the case of the former, are likely limited to deep subsurface systems where microbial life is highly restricted or not possible (Colwell and D’Hondt, 2013; Orcutt et al., 2013; Colman et al., 2017; Bradley et al., 2020).

Recently, pure cultures of methanogenic archaea (*Methanosarcina barkeri* strain MS and *Methanococcus voltae* strain A3) were shown to catalyze the reductive dissolution of FeS_2_ when grown with methanol and acetate or with formate, respectively, when incubated at 38°C, with FeS_2_ as the sole source of Fe and S for cell growth (Payne et al., 2021b). This same study showed that *M. voltae* required direct contact with FeS_2_ to catalyze its reduction and/or to acquire Fe and S dissolution products to meet nutritional demands. The FeS_2_ dissolution product Fe_1–_*_*x*_*S has a relatively high solubility of ∼2 μM (Davison, 1991) at the ionic strength and the circumneutral pH of the base salts medium used to cultivate *M. voltae* in the aforementioned study (Payne et al., 2021b). In the presence of a stoichiometric excess of HS^–^ (>2 μM) and at circumneutral pH, the predominant form of Fe(II) in solution from Fe_1–_*_*x*_*S dissolution is iron monosulfide aqueous (FeS_*aq*_) clusters (Luther and Rickard, 2005; Rickard and Luther, 2007). Given that the measured concentration of HS^–^ significantly exceeded 2 μM (reaching concentrations as high as 35 μM) in the methanogen cultures that were actively shown to be reducing FeS_2_, it was proposed that the cells assimilated soluble FeS_*aq*_ clusters to meet biosynthetic demands (Payne et al., 2021b). These findings are significant since they point to the existence of a biological mechanism that can drive FeS_2_ reductive dissolution and mobilization of Fe and S under anoxic and lower temperature (38°C) conditions that, until recently (Payne et al., 2021b), were thought to stabilize FeS_2_. Further, this newly discovered process may provide an explanation for how methanogens meet their unusually high demand for Fe (Ronnow and Gunnarsson, 1981; Major et al., 2004; Liu et al., 2010, 2012; Johnson et al., 2021) in anoxic and sulfidic habitats, conditions that favor formation of FeS_*aq*_, Fe_1–_*_*x*_*S, and FeS_2_ phases (Luther and Rickard, 2005; Rickard and Luther, 2007). However, the mechanism(s) involved in the reductive dissolution of FeS_2_ by methanogens remains unknown.

Several methanogens have been shown to generate metabolic H_2_ (Valentine et al., 2000; Lupa et al., 2008; Kulkarni et al., 2018), suggesting the possibility that FeS_2_ reduction is indirectly mediated by biogenic H_2_, similar to what has been shown abiotically at high temperature (Hall, 1986; Truche et al., 2010). For example, *M. barkeri* contributes to its proton motive force during metabolism of methanol by producing H_2_ intracellularly and oxidizing it extracellularly (Kulkarni et al., 2018). Likewise, *Methanococcus maripaludis* produces H_2_ during growth with formate through the combined activities of formate dehydrogenase and F_420_-reducing [NiFe]-hydrogenase (Lupa et al., 2008). While the amounts of H_2_ produced by methanogens under such growth conditions are low (∼0.6 mbar, equivalent to ∼0.8 μM aqueous; Kulkarni et al., 2018) and are far lower than the concentrations tested in high temperature abiotic FeS_2_ reduction experiments (>7 mM aqueous; Truche et al., 2010), the possibility exists that H_2_ produced during methanogenic metabolism could mediate FeS_2_ reduction. Possible support for this mechanism comes from the recent discovery of extracellular [NiFe]-hydrogenases mediating extracellular electron transfer (EET) reactions in *M. maripaludis* (Deutzmann et al., 2015).

In the present study, the potential role for H_2_ in the reductive dissolution of FeS_2_ was investigated using a combination of thermodynamic modeling and abiotic experiments. Next, the involvement of biogenic H_2_ in the reduction of FeS_2_ was evaluated in experiments using multiple strains of *M. barkeri* (Fusaro and MS). *M. barkeri* strains were evaluated for H_2_ production during growth with methanol and acetate on FeS_2_ as the sole source of Fe and S. Further, a mutant strain of *M. barkeri* Fusaro with deletions in four operons encoding five [NiFe]-hydrogenases in its genome, rendering it incapable of H_2_ production or consumption (Mand et al., 2018), was used to determine whether biogenic H_2_ and/or [NiFe]-hydrogenases are required for biological FeS_2_ reduction. The necessity for cells to directly contact FeS_2_ to reduce the mineral and/or to assimilate Fe or S from Fe_1–_*_*x*_*S that likely precipitates on the surface of FeS_2_ during reduction was investigated in wild-type *M. barkeri* Fusaro cultures with defined minerals (FeS_2_ or Fe_1–_*_*x*_*S) sequestered in dialysis membranes. Additionally, a model quinone compound, anthraquinone-2,6-disulfonate (AQDS), previously shown to facilitate electron transfer between *M. barkeri* and iron hydroxide minerals (Bond and Lovley, 2002; Liu et al., 2011), was included in cultures provided with FeS_2_ sequestered in dialysis tubing. Lastly, transcriptomic analyses of *M. barkeri* strain MS, which can utilize cysteine or sulfide as the sole S source, were conducted to identify potential proteins or processes involved in FeS_2_ reduction. Collectively, the results from this study are presented in a multistep biogeochemical model to explain how methanogen cells obtain Fe and S from FeS_2_ as FeS_*aq*_ to meet nutritional demands.

## Results and Discussion

### Abiotic Reduction of FeS_2_ by H_2_

Recent studies have shown that methanogens can reductively dissolve FeS_2_ (Payne et al., 2021a,b). Given that (1) methanogens can produce H_2_ during methanogenesis (Lupa et al., 2008; Kulkarni et al., 2018) combined with (2) prior studies that have demonstrated abiotic FeS_2_ reduction by H_2_, albeit at high temperature (>90°C) and high H_2_ partial pressure (>8 bar, equivalent to >7 mM aqueous H_2_; Truche et al., 2010), it was necessary to first evaluate the potential for H_2_ to abiotically reduce FeS_2_ at lower temperature. High temperature (>90°C) abiotic reduction of FeS_2_ occurs according to Eq. 1:

(1) $$FeS_{2}+\left(1-x\right)H_{2}⇆Fe_{1-x}S+\left(1-x\right)HS^{-}+\left(1-x\right)H^{+}$$

where the value of *x* can range from 0 to 0.17 (Hall, 1986; Rickard and Luther, 2007; Truche et al., 2010). The thermodynamics of Eq. 1 were evaluated and abiotic reduction experiments with H_2_ were conducted using laboratory-synthesized nanoparticulate FeS_2_ to determine if abiotic FeS_2_ reduction can occur at temperatures lower than 90°C, to identify the potential products of FeS_2_ dissolution, to quantify the threshold concentration of H_2_ required to generate detectable products of this reaction, and to determine the sensitivity of the reaction to product (i.e., HS^–^) accumulation.

Thermodynamic calculations were performed at pH 7.0 and an ionic strength of 0.05 M, a temperature of 38°C, and a free energy of formation for FeS_2_ of –160.2 kJ mol^–1^ (Chareev et al., 2014). These conditions were chosen because they are similar to those used or measured in methanogen cultures demonstrated to reduce FeS_2_ (Payne et al., 2021b). At 38°C, reduction of FeS_2_ by H_2_ was shown to be favorable across a range of aqueous H_2_ concentrations as low as 10^–10^ M and HS^–^ concentrations (10^–7^ to 10^–2^ M), if one assumes that Fe_1–_*_*x*_*S [Fe_0.86_S; free energy of formation of –136 kJ mol^–1^ (Chareev et al., 2014)] is the end product of the reaction (Truche et al., 2010) and using the Davies equation (Stumm and Morgan, 1996) to account for the influence of ionic strength on soluble ion activities (Figure 1). Interestingly, the reaction was not thermodynamically favorable if the end product, Fe_1–_*_*x*_*S, was replaced with the iron monosulfide phase mackinawite [FeS; free energy of formation of –89.2 kJ mol^–1^ (Berner, 1967)] as a product (data not shown). This observation is consistent with the detection of Fe_1–_*_*x*_*S as the primary product of abiotic FeS_2_ reduction, albeit at high temperature [>90°C; (Truche et al., 2010)]. These calculations confirm that abiotic reduction of FeS_2_ to HS^–^ and Fe_1–_*_*x*_*S, but not FeS, by H_2_ is thermodynamically feasible under the conditions of prior experiments (Payne et al., 2021a,b).

**FIGURE 1:**
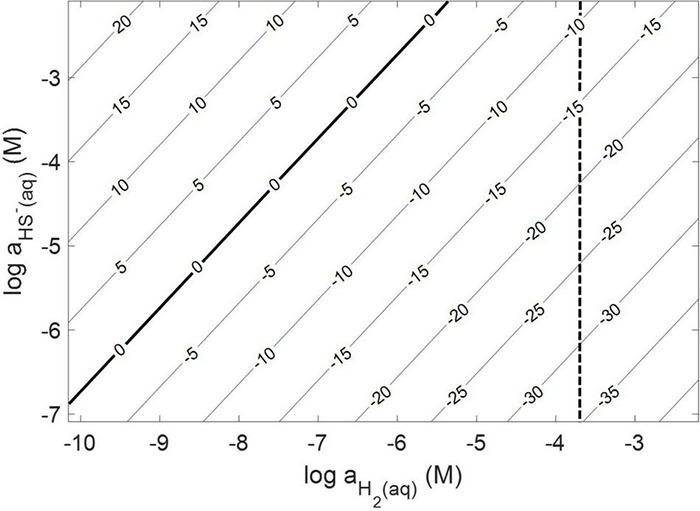
Gibb’s free energy calculated for abiotic pyrite (FeS_2_) reduction to pyrrhotite (Fe_1–_*_*x*_*S) and HS^–^ by H_2_ at 38°C, an ionic strength of 0.05 M, and at a pH of 7.0. The vertical dashed line depicts the minimum H_2_ concentration that abiotic FeS_2_ reduction was detected experimentally (see Figure 2).

Abiotic experiments were conducted using synthetic FeS_2_ (2 mM in FeS_2_ formula unit) nanoparticles in reactors incubated at 38°C in low salinity, carbonate-buffered medium (2 *g* L^–1^ NaHCO_3_) at pH 7.0, similar to the conditions under which biological FeS_2_ reduction has been demonstrated (Payne et al., 2021a,b) and for which the thermodynamic parameters above were calculated. In reactors with a 100% H_2_ headspace (1.98 × 10^–3^ M aqueous H_2_), rapid abiotic reduction of FeS_2_ was observed, as determined by the production of total sulfide (sum of aqueous HS^–^ and gaseous H_2_S) according to Eq. 1 (Figure 2). Significantly less, albeit still quantifiable, total sulfide was generated in abiotic reactors with a headspace comprising 10% H_2_ (1.98 × 10^–4^ M aqueous). Reactors with headspace H_2_ of 1% (1.98 × 10^–5^ M aqueous) or lower did not yield detectable total sulfide (minimum detection limit = 1.5 μM aqueous concentration) during the 4-day incubation. Nonetheless, this indicates that synthetic FeS_2_ can be reduced at temperatures as low as 38°C, but the products of this reaction are only detectable by colorimetric methods above a threshold H_2_ concentration that exists between 1.98 × 10^–5^ and 1.98 × 10^–4^ M. To confirm that abiotic reduction by H_2_ is not limited to synthetic nanoparticulate FeS_2_, 1.5 g of ground (63–125 μm size fraction) specimen-grade, high-purity FeS_2_ was incubated in 75 mL of base salts medium under 100% H_2_ (1.98 × 10^–3^ M aqueous concentration) or 100% N_2_. After 5 days of incubation at 38°C, significant total sulfide (7.19 ± 0.01 μmol) was generated through abiotic reduction by H_2_ and no sulfide was detected in N_2_ control reactors (data not shown). The concentration of dissolved H_2_ required to reduce FeS_2_ in abiotic experiments was far higher than the minimum (10^–10^ M) estimated by thermodynamic calculations. This suggests that factors other than the free energy for the reduction alone [e.g., particle interfacial energy (Stumm, 1992)] likely play a role in controlling the favorability of the reduction reaction.

**FIGURE 2:**
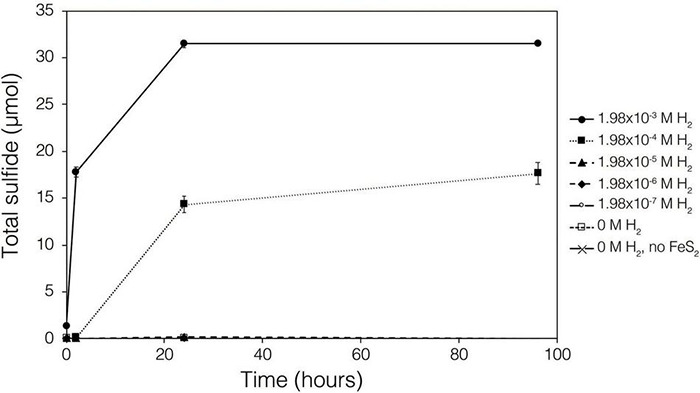
Production of total sulfide (aqueous plus gas phase) in reactors containing 2 mM synthetic FeS_2_ nanoparticles when incubated at 38°C in the presence of H_2_ ranging from 0 to 1.98 × 10^– 3^ M aqueous H_2_ (equivalent to 0 to 2.5 bar). All abiotic reactors contained 35 mL of base salts medium and 35 mL of headspace (balance of headspace as N_2_ gas).

In line with previous high-temperature studies of FeS_2_ reduction (Truche et al., 2010), thermodynamic calculations predicted that the favored product of FeS_2_ reduction is Fe_1–_*_*x*_*S. To examine the potential solid phase(s) of Fe(II) and S formed during low temperature FeS_2_ reduction in the presence of H_2_, X-ray diffraction (XRD) analyses of FeS_2_ reacted abiotically under 100% H_2_ headspace for 24 h at 38°C were conducted. The XRD spectra for the H_2_-reacted FeS_2_ was nearly identical to that for the unreacted FeS_2_ (Supplementary Figures 1A,B). Reference peaks for Fe_1–_*_*x*_*S (PDF #97-015-1765) and FeS_*mack*_ (PDF #97-063-3302) were manually searched against the XRD spectra, for both reacted and unreacted FeS_2_, without matches. It is likely that the abundance of Fe_1–_*_*x*_*S, if produced during abiotic H_2_-driven FeS_2_ reduction, remains below the detection limit of XRD (∼10% relative abundance by weight). Additional characterization of FeS_2_ surfaces following reduction by H_2_ using higher resolution spectroscopic methods, such as X-ray absorption spectroscopy, are needed to identify the low abundance secondary mineral(s) that may form on the FeS_2_ surface.

### Dissolution of Fe_1–*x*_S

While XRD analyses did not identify Fe_1–_*_*x*_*S produced during abiotic reduction of FeS_2_ reduction by H_2_, it was still the favored secondary mineral to form on the surface of FeS_2_ based on thermodynamic calculations and observations from studies conducted at higher temperature (Truche et al., 2010). Thus, the solubility of Fe_1–_*_*x*_*S was examined to identify its plausibility as a source of soluble Fe and S. Specimen Fe_1–_*_*x*_*S obtained from Aymar quarry, Gualba mines, Gualba, Montseny, Barcelona Spain, which has previously been shown to be of high purity (de Aldecoa et al., 2013), was used in experiments. XRD of the mineral indicated that the only FeS phase present was Fe_1–_*_*x*_*S (∼80%) with the balance as quartz (Supplementary Figure 1D). Dissolved (<0.2 μm filtered) Fe(II) was detected in abiotic incubations of 0.1 *g* of ground (63–125 μm) Fe_1–_*_*x*_*S following 7 days incubation (Figure 3). While this amount of Fe_1–_*_*x*_*S is greater than what one would expect to form in cultures of *M. barkeri* actively reducing FeS_2_, it does demonstrate that Fe(II) can be solubilized from Fe_1–_*_*x*_*S and is a possible source of Fe used by cells reducing FeS_2_. Interestingly, HS^–^ was not detected (detection limit of 1.5 μM) in solution following this incubation period. This observation is consistent with a previous study that indicated that Fe [as Fe(II)], but not S (as HS^–^), in Fe_1–_*_*x*_*S is mobile and can solubilized from the mineral surface leaving behind a metal-deplete surface layer (Mikhlin, 2000).

**FIGURE 3:**
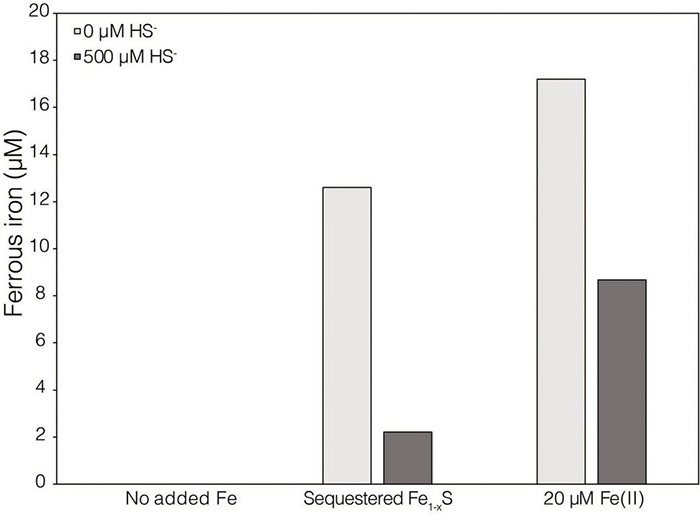
Dissolved ferrous iron [Fe(II)] concentration in abiotic dialysis experiment reactors following 7 days of incubation at 38°C. One hundred sixty-five milliliters serum bottles containing base salts medium were provided with no Fe (No added Fe), 0.1 *g* of specimen pyrrhotite sequestered in 50 kDa dialysis tubing (Sequestered Fe_1–_*_*x*_*S), or 20 μM FeCl_2_. Reactors were either provided with no sulfur source (0 μM HS^–^) or 500 μM Na_2_S (500 μM HS^–^). Following incubation, subsamples were collected under anoxic conditions and were leached with 1N HCl at 4°C for 16 h before quantifying Fe(II).

Importantly, during FeS_2_ reduction, the total number of moles of HS^–^ formed should be equivalent to the total moles of Fe_1–_*_*x*_*S formed per Eq. 1. Since the dissolution of Fe from Fe_1–_*_*x*_*S is incomplete, the yield of Fe(II) in solution from Fe_1–x_S dissolution is far lower than the yield of total sulfide (>1 μM) during FeS_2_ reduction. Based on thermodynamic data (Luther and Rickard, 2005; Rickard and Luther, 2007), aqueous solutions with HS^–^ in excess of Fe(II) favors hydrated FeS_*aq*_ clusters as the predominant form of Fe(II) in solution. Experiments have shown that the methanogen *M. voltae*, when grown with FeS_2_ as the sole source of Fe and S, simultaneously exhibited evidence indicative of Fe limitation [i.e., up-expression of the Fe(II) transporter FeoB and the metal regulator DtxR] but at the same time hyperaccumulated Fe as a thioferrate-like mineral (Payne et al., 2021a). To explain this paradox, it was suggested that cells incorrectly sensed Fe(II) limitation during growth due to assimilation of Fe(II) complexed with sulfide (i.e., FeS_*aq*_). In this model, excess Fe(II) that was assimilated as hydrated FeS_*aq*_ clusters (cells require more S than Fe) was then sequestered as thioferrate-like nanoparticles to limit toxicity (Payne et al., 2021a). FeS_*aq*_ is predicted to be uncharged at the circumneutral pH of the culture medium used to cultivate *M. voltae* and *M. barkeri* (Jordan et al., 2019a,b). Thus, it is plausible that slightly hydrophobic and uncharged FeS_*aq*_ can either passively diffuse or be actively transported across cellular membranes to provide Fe and S to cells. Additional growth experiments with Fe_1–_*_*x*_*S are described below.

### Involvement of Biogenic H_2_ and [NiFe]-Hydrogenases in Biological Reduction of FeS_2_

The demonstration of abiotic reduction of synthetic and specimen FeS_2_ by H_2_, even at low temperature and low H_2_ concentrations, led to an investigation into the potential role of biogenic H_2_ in FeS_2_ reduction by *M. barkeri* strains Fusaro and MS. *M. barkeri* Fusaro was capable of reducing and growing on FeS_2_ as the sole Fe and S source, as indicated by the production of CH_4_, DNA, and total sulfide (Figures 4A,C,D). Cultures of FeS_2_-grown *M. barkeri* Fusaro generated H_2_ at concentrations that were similar to cultures grown with Fe(II) and HS^–^ (Figure 4B). *M. barkeri* strain MS produced slightly more H_2_ during growth on FeS_2_ compared to growth on Fe(II) and cysteine, consistent with increased growth as indicated by higher DNA and CH_4_ production (Supplementary Figure 3B). Regardless, the maximum amount of H_2_ generated by *M. barkeri* strains Fusaro and MS grown with FeS_2_ (2.65 and 2.79 μM aqueous, respectively) was nearly two orders of magnitude below the lowest concentration of H_2_ (198 μM) that was experimentally found to drive abiotic FeS_2_ reduction (Figure 2). While this points to biogenic H_2_ not acting as the mediator of FeS_2_ reduction, it cannot be ruled out that the interface between FeS_2_ minerals and actively growing *M. barkeri* cells could sustain a locally elevated concentration of H_2_ that facilitates indirect, abiotic reduction of the mineral. This is particularly true considering that thermodynamic calculations indicate that far lower concentrations of H_2_ (10^–10^ M aqueous) may be able to drive abiotic FeS_2_ reduction with Fe_1–_*_*x*_*S as the end-product of the reaction (Eq. 1).

**FIGURE 4:**
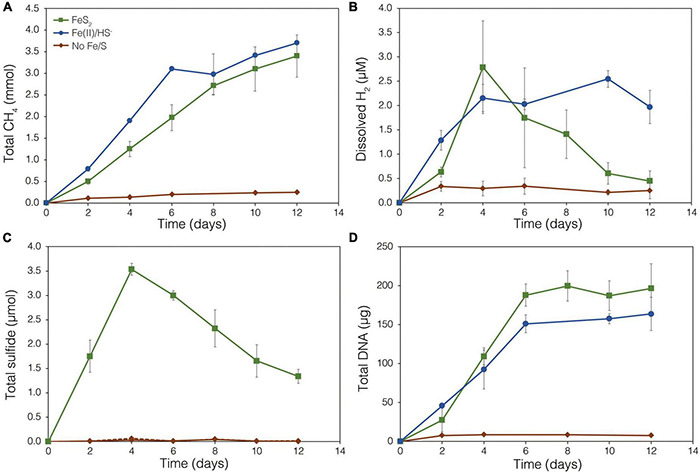
Production of **(A)** total CH_4_, **(B)** dissolved H_2_, **(C)** total sulfide (aqueous plus gas phase), and **(D)** total biomass (DNA) by *Methanosarcina barkeri* strain Fusaro during growth with 2 mM synthetic pyrite (FeS_2_) nanoparticles, 20 μM ferrous iron [Fe(II)] and 2 mM HS^–^, or no added Fe or S source (No Fe/S). The H_2_ concentration is reported for the dissolved phase. Averages and standard deviations for triplicates are shown. Protein data as an additional proxy for growth is presented in Supplementary Figure 3. Data depicting growth kinetics and activities of *M. barkeri* strain MS with FeS_2_ are presented in Supplementary Figure 4.

To further test whether FeS_2_ reduction is mediated by biogenic H_2_, a strain of *M. barkeri* Fusaro with mutations in all [NiFe]-hydrogenase operons encoded in its genome, rendering the strain unable to consume or produce H_2_ (Mand et al., 2018), was evaluated for its ability to reduce FeS_2_. The strain has mutations in one membrane-associated energy converting [NiFe]-hydrogenase (Ech), two F_420_-reducing [NiFe]-hydrogenases (Frh and Fre), and two membrane-associated methanophenazine-reducing [NiFe]-hydrogenases (Vht and Vhx; Kulkarni et al., 2018). The *M. barkeri* Fusaro [NiFe]-hydrogenase mutant maintained the ability to reduce FeS_2_ as indicated by significant accumulation of HS^–^ in the medium during growth with methanol as the methanogenesis substrate and with FeS_2_ as the sole Fe and S source (Figure 5B). Growth was not detected when a source of Fe or S was not provided (Figures 5A,C). Further, growth of the *M. barkeri* Fusaro [NiFe]-hydrogenase mutant was slightly, albeit significantly (*p* < 0.05), enhanced on FeS_2_ relative to non-mineral sources of Fe and S [Fe(II) and HS^–^] (Figure 5C).

**FIGURE 5:**
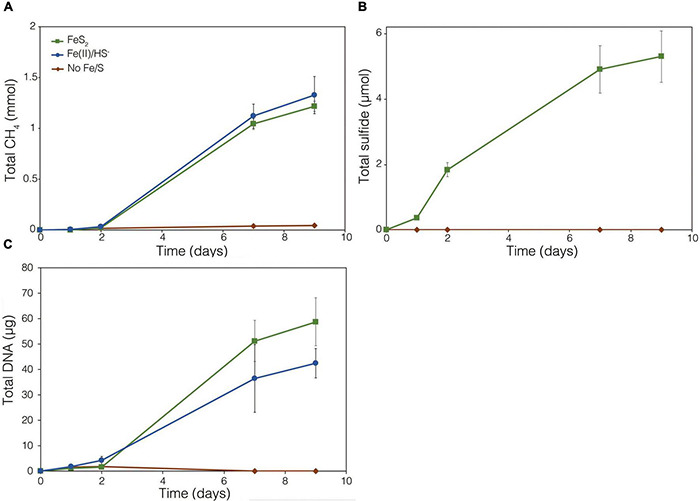
Production of **(A)** methane (CH_4_), **(B)** total sulfide (aqueous plus gas phase), and **(C)** total biomass (DNA) in cultures of *Methanosarcina barkeri* Fusaro with deletions in each of the four operons encoding all five [NiFe]-hydrogenases in its genome. The *M. barkeri* Fusaro hydrogenase mutant was grown either with no provided iron (Fe) or sulfur (S) source (No Fe/S); with 20 μM ferrous iron [Fe(II)] and 0.4 mM sulfide (HS^–^) [Fe(II)/HS^–^]; or with 2 mM synthetic pyrite (FeS_2_) nanoparticles as the sole sources of Fe and S. Hydrogen (H_2_) was not detected (detection limit 0.1 μM) in the headspace of any of the culture conditions tested (data not shown). Averages and standard deviations for triplicates are shown.

Throughout the growth experiment with the *M. barkeri* Fusaro [NiFe]-hydrogenase mutant, H_2_ remained below the limit of detection (0.1 μM aqueous). This indicates the [NiFe]-hydrogenase mutant strain of *M. barkeri* Fusaro did not produce H_2_, yet it maintained the ability to reduce FeS_2_ and assimilate dissolution products to meet Fe and S biosynthetic demands. It follows that indirect reduction of FeS_2_ through biogenic H_2_ is not the mechanism of biological FeS_2_ reduction. Further, these results indicate that [NiFe]-hydrogenases (Ech, Frh, Fre, Vht, and/or Vhx) themselves are not involved in FeS_2_ reduction, ruling out H_2_ or [NiFe]-hydrogenase mediated EET as a mechanism to drive FeS_2_ reduction. This is potentially consistent with previous results suggesting that H_2_ and [NiFe]-hydrogenases do not play a role in EET from the cells to external electron acceptors in *M. barkeri* strain Fusaro (Rowe et al., 2019). However, the directionality of EET from *M. barkeri* cells to FeS_2_ differs from that of the previous study which focused on electron acquisition from cathodes to *M. barkeri* Fusaro cells *via* EET (Rowe et al., 2019). Further, while electron acquisition from cathodes *via* EET was apparently respiratory in nature (Rowe et al., 2019), the reduction of FeS_2_ as described herein fulfills the purpose of generating bioavailable forms of Fe and S to meet nutritional demands. It is thus possible that the mechanisms of EET for *M. barkeri* in the growth conditions described herein, versus those described previously, differ.

### *Methanosarcina barkeri* Requires Direct Contact to Reduce FeS_2_ but Not to Assimilate FeS_2_ Reduction Products

Prior work showed that *M. voltae* A3 could not grow or reduce synthetic FeS_2_ when physical access to the mineral was restricted using dialysis tubing (Payne et al., 2021b). However, it remained unclear whether cells required direct access to the mineral to (1) carryout reduction and/or to (2) acquire Fe and S from the Fe_1–_*_*x*_*S that is predicted to precipitate on the surface of FeS_2_ following reduction. Field emission microscopy (FEM) was used to visualize physical associations between *M. barkeri* Fusaro cells and minerals during growth with FeS_2_ as the sole source of Fe and S. FEM shows that *M. barkeri* cells directly associated with FeS_2_ surfaces during growth (Supplementary Figure 5). *M. barkeri* is known to associate with other solid phases, such as cathodes, *via* extracellular polymeric substances (EPS; Rowe et al., 2019), thus a similar mechanism may be employed to attach to FeS_2_.

To examine the requirement for *M. barkeri* Fusaro cells to directly contact FeS_2_ in order to grow, synthetic FeS_2_ was sequestered in dialysis tubing with 100 kDa diameter pore size to prohibit physical contact of the cells with the mineral surface. This also excluded extracellular organic or inorganic molecular complexes with diameters larger than 100 kDa from interacting with the mineral surface. Under a subset of conditions, the synthetic quinone, AQDS, previously shown to act as an electron shuttle between *M. barkeri* and Fe-oxide minerals (Bond and Lovley, 2002), was provided to cells grown with FeS_2_ in solution and sequestered in dialysis tubing. This allowed for the determination of whether (1) direct electron transfer from the methanogen cell surface was required to reduce the mineral, (2) AQDS could enable FeS_2_ reduction by acting as an electron shuttle between the cell and FeS_2_, and/or (3) the products of FeS_2_ reduction could pass through the dialysis membrane to support growth. Cells that were provided with direct access to FeS_2_ rapidly reduced the mineral as indicated by total sulfide accumulation up to 3.53 μmol (30.5 μM aqueous sulfide) before the concentration slowly started to decrease, presumably due to its ultimate utilization by the cells (Figure 6B). Concurrently, cells generated CH_4_ and biomass, as determined by DNA production (Figures 6A,C) and protein production (Supplementary Figure 3). When FeS_2_ was sequestered in dialysis membranes and no AQDS was provided, *M. barkeri* Fusaro could not reduce FeS_2_ as indicated by the lack of sulfide accumulation in the growth medium (Figure 6B). Furthermore, production of CH_4_ and biomass (DNA and protein) were 1–2 orders of magnitude less when access to FeS_2_ was restricted by sequestering FeS_2_ in dialysis tubing when compared to when FeS_2_ was not sequestered and were not significantly different from controls where no Fe or S were provided (Figure 6A).

**FIGURE 6:**
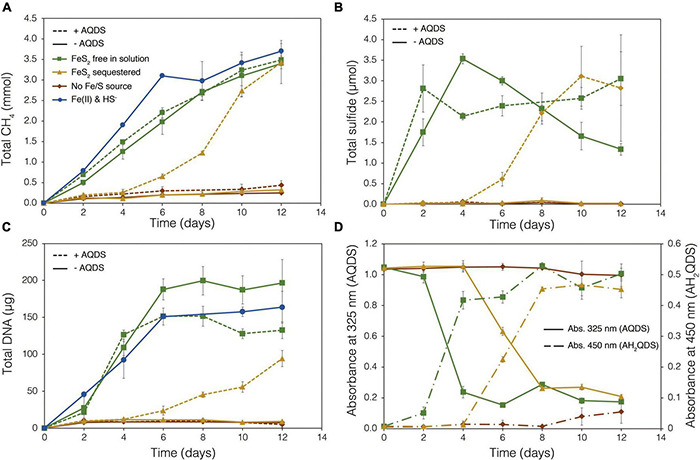
Production of **(A)** total methane (CH_4_), **(B)** total sulfide (aqueous plus gas phase), **(C)** total biomass (DNA), and **(D)** reduced anthrahydroquinone-2,6-disulfonate (AH_2_QDS) from anthraquinone-2,6-disulfonate (AQDS) by *Methanosarcina barkeri* strain Fusaro when grown with pyrite (FeS_2_) free in solution (green) or sequestered in 100 kDa dialysis tubing (orange) to prevent physical association. Negative control cultures contained no added Fe or S source (red), while positive control cultures were provided with 20 μM Fe(II) and 2 mM HS^–^ (red; same data as presented in Figure 2). AQDS was provided at a final concentration of 20 mM. In **(A–C)**, culture conditions with added AQDS are represented by dashed lines and culture conditions that do not contain AQDS are shown by solid lines. Only conditions provided AQDS are shown panel **d**, and absorbance at 325 nm (AQDS) is depicted by solid lines while absorbance at 450 nm (AH_2_QDS) depicted by long-dashed lines. Averages and standard deviations for triplicates are shown. Protein data as an additional proxy for growth is presented in Supplementary Figure 3.

Methanogens can transfer electrons to AQDS, generating the reduced form anthrahydroquinone-2,6-disulfonate (AH_2_QDS). The conversion of AQDS to AH_2_QDS was monitored spectrophotometrically by observing a shift in absorbance from 325 to 450 nm (Bond and Lovley, 2002) in cultures provided with direct access to FeS_2_ or when physical contact between cells and FeS_2_ was prevented using dialysis tubing. *M. barkeri* rapidly reduced AQDS to AH_2_QDS in cultures with FeS_2_ free in solution (Figure 6D), and this corresponded to accelerated HS^–^ production from FeS_2_ reduction and enhanced cell growth and CH_4_ production activity (Figures 6A–C). Furthermore, the concentration of HS^–^ remained steady during growth and even increased slightly toward the end of the methanogen growth phase, suggesting that cells continued to transfer electrons to AQDS, which in turn continued to reduce FeS_2_ even after cell growth had ceased. When FeS_2_ was sequestered in dialysis tubing, the conversion of AQDS to AH_2_QDS by *M. barkeri* lagged by approximately 2–4 days. However, following this lag phase, AQDS was reduced, and production of sulfide and cells occurred (Figures 6B,C). Despite the lag in activity and growth, the addition of AQDS as a soluble electron shuttle enabled comparable CH_4_ and biomass (DNA and protein) production in cultures where physical contact between cells and FeS_2_ was limited to those provided with FeS_2_ free in solution. This indicated that *M. barkeri* requires physical contact with FeS_2_ to directly transfer electrons to the mineral surface invoking EET as the primary mechanism for FeS_2_ reduction. However, soluble electron shuttles such as AQDS (a humic acid analog) can allow for mineral reduction when direct contact between cells and minerals is restricted. Further, this indicates that *M. barkeri* does not produce endogenous soluble electron shuttles capable of FeS_2_ reduction but may take advantage of exogenous shuttles (e.g., humic acids, quinones) in natural systems if they are available.

Thermodynamics experiments described above predicted that the byproducts of FeS_2_ reduction are HS^–^ and a secondary mineral, Fe_1–_*_*x*_*S, which is consistent with previous observations of abiotic FeS_2_ reduction products at high temperature (Truche et al., 2010). To evaluate if *M. barkeri* Fusaro can use Fe_1–_*_*x*_*S as a source of Fe and/or S for growth and to determine if direct contact with this mineral is required for its acquisition and assimilation, dialysis experiments were conducted using ground (63–125 μm) specimen grade Fe_1–_*_*x*_*S particles as the sole Fe source. Ground Fe_1–_*_*x*_*S particles were sequestered in 100 kDa dialysis tubing and reactors were then amended with either 0 or 500 μM HS^–^ as a S source, since abiotic dissolution of Fe_1–_*_*x*_*S was shown to release Fe(II) but not HS^–^, as discussed above. When 0 μM HS^–^ was provided, no CH_4_ production or growth was detected in any condition (Figure 7). However, when cultures were provided with 500 μM HS^–^, activity and growth with sequestered Fe_1–_*_*x*_*S was comparable to growth with 20 μM Fe(II) and 500 μM HS^–^ (Figure 7). Cultures provided with no Fe and 500 μM HS^–^ demonstrated activity and growth, albeit CH_4_ production was 53–59% lower and biomass 40–41% lower than in cultures grown with 20 μM Fe(II) or provided with Fe_1–_*_*x*_*S sequestered in dialysis tubing, respectively. This apparent growth under Fe-limiting conditions is comparable to what has been reported previously for methanogens and is attributed to trace Fe contamination in reagents, in particular Na_2_S, despite its American Chemical Society (ACS) grade (Payne et al., 2021b). Collectively, these data indicate that cells require direct access to the surface of FeS_2_ to reduce the mineral but not to acquire dissolution products, as the solubility of Fe_1–_*_*x*_*S with respect to Fe(II) can support growth of *M. barkeri*. Further, these observations indicate that the source of S for growth is HS^–^ from the initial FeS_2_ reduction step, not Fe_1–_*_*x*_*S. As stated above, the predominant form of Fe(II) solubilized from Fe_1–_*_*x*_*S in sulfidic solutions would be as FeS_*aq*_, which is readily produced in aqueous solutions containing excess HS^–^ relative to Fe(II), making this the likely form of Fe and S that is assimilated.

**FIGURE 7:**
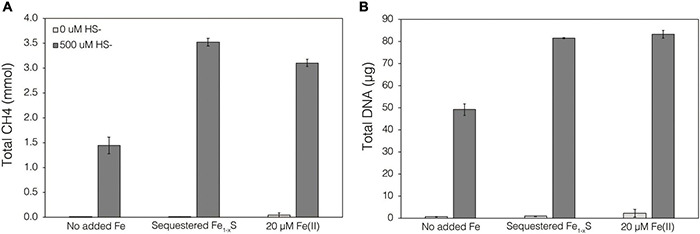
Production of **(A)** total CH_4_ and **(B)** total biomass (DNA) of *M. barkeri* Fusaro wild-type grown with no added Fe (No added Fe), with 0.1 *g* specimen pyrrhotite (Fe_1–_*_*x*_*S; 63–125 μm size fraction) sequestered in 100 kDa dialysis tubing (Sequestered Fe_1–_*_*x*_*S), or with 20 μM FeCl_2_. For each of these conditions, no sulfide (0 μM HS^–^) or 500 μM sulfide (500 μM HS^–^) was added as Na_2_S. The data represent the difference for each analyte between the initial measurement (day 0) and the final measurement (day 10). Averages and standard deviations for triplicates are shown. Sampling was infrequent to minimize potential damage to dialysis membranes from sharp, freshly fractured, Fe_1–_*_*x*_*S grains and their edges.

### Transcriptional and Genomic Insights Into Cell Growth *via* Biological FeS_2_ Reduction

Because FeS_2_ is insoluble in water (equilibrium solubility at 25°C, 0.05 M ionic strength, and pH 7 = ca. 0.1 μM), as summarized by Rickard and Luther (2007), the reduction of persulfides in FeS_2_ by methanogens must occur extracellularly through EET mediated by large (>100 kDa) redox-active molecules or direct electron transfer (e.g., involving electronic conduits within pili, membrane-bound oxidoreductases, secreted molecules, etc.). Genes encoding proteins involved in reducing the persulfide in FeS_2_ through EET might be expected to be upregulated during growth on FeS_2_ as the sole source of Fe and S relative to growth soluble Fe and S sources. Shotgun transcriptomics data collected from *M. barkeri* strain MS were examined to identify protein-encoding genes whose expression was differentially regulated during growth on FeS_2_ (Supplementary Figures 4A–D). 

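RNA was sequenced from 12 cultures of *M. barkeri* MS, 4 for each of 3 sources of Fe and S, with 1 library per culture. FeS_2_ was given at 2 mM in 1 set of cultures, and the other sets received FeCl_2_ at 20 μM together with either cysteine or Na_2_S, each at 2 mM. The paper gives a headspace pressure of 2.5 bar for these cultures, and the descriptions deposited with the samples give 1.72 bar. Ribosomal RNA was depleted before sequencing. The authors aligned the reads to the genome of strain MS with Bowtie2 and counted them per locus with HTSeq, whose counting mode and strand setting are not given in the sources used here. The deposited values are raw counts per locus, and 3415 loci had at least 1 count. The loci carry identifiers only, and Supplementary Table 1 pairs 30 of them with gene names. Counts in loci ranged from 13788774 to 19200878 per library with Fe(II)/Cys (median 14916192), from 16220501 to 18528776 with Fe(II)/HS- (median 17727353.5) and from 13040274 to 16273527 with FeS_2_ (median 14662662.5).
The make-up of the counts differed between sources. 4 loci without a gene name in these sources, MSBRM_RS03605, MSBRM_RS03610, MSBRM_RS12420 and MSBRM_RS12430, took 38.9 to 87.2% of the counts in loci with Fe(II)/Cys, 0.524 to 29.5% with Fe(II)/HS- and 0.782 to 3.62% with FeS_2_. Every Fe(II)/Cys library had a larger share than all libraries of the other sources, whose ranges overlapped. The 87.2% stood in Fe(II)/Cys replicate D (95% Wilson interval 87.2 to 87.3%, for counting error only), which held 2449588 counts in all other loci. These loci were singled out after the counts had been seen, as those with over 10% of the counts of any library and a share that differed over 50-fold between libraries. Another locus, MSBRM_RS19785, took 1.92 to 7.25% with Fe(II)/Cys, 11.7 to 14.0% with Fe(II)/HS- and 15.9 to 25.0% with FeS_2_. These are shares of all counts in loci, so the 4 loci lower them most with Fe(II)/Cys. The gap between the soluble sources therefore does not show a change of this locus itself. Reads that did not align made up 11.8 to 19.7% of all counted reads with Fe(II)/Cys, 2.81 to 6.01% with Fe(II)/HS- and 12.6 to 16.5% with FeS_2_.
Counts were scaled by TMM, and 3410 loci passed edgeR’s filter on low counts and were tested with edgeR’s quasi-likelihood test in 1 fit of all 12 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log_2_ fold change (LFC) beyond 0.5, the thresholds of the paper. Normalized counts are counts divided by the effective library size and multiplied by the geometric mean of these sizes, and the standard error (SE) of an LFC is its size divided by the square root of its F statistic.

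**Figure D1:**
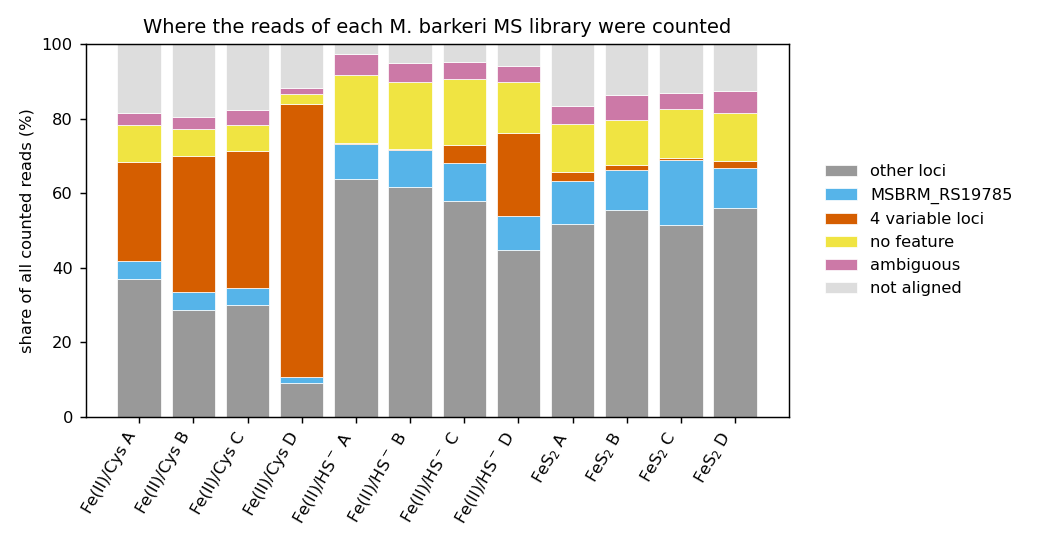
Percent of all counted reads (y-axis) in each of the 12 libraries (x-axis, by source of Fe and S and replicate), stacked by where the reads were counted. The part in the 4 loci is widest in the Fe(II)/Cys libraries, and reads that did not align are fewest in the Fe(II)/HS- libraries, at 2.81 to 6.01%.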

Strain MS was selected as it can use cysteine as its sole sulfur source in addition to HS^–^. This provides a suitable control for examining possible deleterious effects of minimal HS^–^ generated from FeS_2_ reduction on growth relative to growth in the presence of 2 mM Na_2_S [Fe(II)/HS^–^], an important consideration given reports of HS^–^ toxicity to cells (Edgcomb et al., 2004). *M. barkeri* strain MS encodes the same complement of [NiFe]-hydrogenases as the wild-type *M. barkeri* strain Fusaro (Mand et al., 2018; Mand and Metcalf, 2019). Consistent with the results described above indicating that H_2_ and [NiFe]-hydrogenases are not involved in FeS_2_ reduction, none of the five [NiFe]-hydrogenases were differentially expressed during growth on FeS_2_ compared to growth on Fe(II)/Cys or Fe(II)/HS^–^ (Supplementary Figure 4E).

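Transcripts of 32 genes were higher on FeS_2_ than on both soluble sources at these thresholds with a mean above 0.005% of the normalized count of the FeS_2_ libraries, and 21 with this mean taken over all 12 libraries. They included a ferredoxin domain protein (MSBRM_0264), a flavodoxin (MSBRM_0267), aldo-keto reductases, the ferrous iron transporter FeoB, and a pair of methanol methyltransferases, the enzymes that take up the methyl group of methanol in methanogenesis. The methanol methyltransferases MSBRM_0302 and MSBRM_0303 (MSBRM_RS01590 and MSBRM_RS01595 in the count tables) were the most abundant of the set. MSBRM_0302 had 68429.6 ± 12999.9 normalized counts on FeS_2_ (mean ± SD, n = 4), 22364 ± 8688 on Fe(II)/Cys and 36002 ± 2950.3 on Fe(II)/HS-. Its LFC was 1.61 against Fe(II)/Cys (SE 0.20, adjusted p = 9.41e-06 from edgeR’s quasi-likelihood test) and 0.93 against Fe(II)/HS- (SE 0.20, adjusted p = 7.83e-04 from the same test). MSBRM_0303 had LFCs of 1.41 (SE 0.20, adjusted p = 2.45e-05) and 0.81 (SE 0.19, adjusted p = 0.00175) in the same edgeR test. Whether reads of these genes also match each other or other loci was not tested.
Of the 30 genes listed in Supplementary Table 1, all 30 passed the test and the fold threshold against both sources, with LFCs of 0.52 to 1.80 against Fe(II)/Cys and 0.53 to 1.23 against Fe(II)/HS-, and 30 did so when adjusted over the list alone. In all 30, every FeS_2_ library lay above all 8 others, which chance gives for 0.202% of genes. The study chose this list on these libraries, so it is not independent evidence of the direction. MSBRM_0474 and MSBRM_2029 were under the abundance threshold, at 0.00456% and 0.00416%. Between the soluble sources, 5 of the 30 were higher on Fe(II)/HS- than on Fe(II)/Cys and 1, MSBRM_1164, was lower. The other 4 of the 32 genes have no name in these sources. Among them MSBRM_RS20560, singled out after its values had been seen, had a mean of 9726 ± 905 on FeS_2_ and LFCs of 0.86 (SE 0.11, adjusted p = 1.16e-05) and 0.89 (SE 0.11, adjusted p = 4.39e-06) in edgeR’s test.
Both comparisons use the same 4 FeS_2_ libraries. Without the abundance threshold 46 genes were higher in both, against 47.3 for independent lists of the same sizes and at most 0 in 20 simulations with no difference between sources, and 40 to 47 in the 6 ways of giving each comparison its own pair of FeS_2_ libraries. The 46 thus did not exceed the number for independent lists. No gene differs in the simulations, so their 0 was near certain and does not measure overlap among genes that do differ. Across genes, which are not independent replicates, the covariance of both LFCs was 0.00730, against 0.00611 in the simulations. With separate pairs it ranged from -0.0120 to 0.0205. The covariance includes the 4 loci with the most variable share, which weigh heavily in it. Their LFCs were -7.64 to -5.57 against Fe(II)/Cys and -3.13 to -2.19 against Fe(II)/HS-. It was not computed without these loci and therefore does not describe the other genes. With library sizes alone in place of TMM 14 genes were called, and 4 of the 32 were among them. The LFCs of all 32 grew against both sources in that setting. The median LFC of all genes then moved to 1.00 against Fe(II)/Cys and 0.33 against Fe(II)/HS-. The growth follows from this common shift and says nothing particular about the 32. All 32 stayed called against Fe(II)/Cys, where 1982 genes were then called higher. Against Fe(II)/HS- the median SE rose from 0.092 to 0.43 and the median adjusted p in edgeR’s test to 0.164. Of the genes higher than on Fe(II)/Cys and on Fe(II)/HS- with TMM, 138 and 239 were past an LFC of 0.5 by a test against that value, with 16 in both, or 14 with the abundance threshold.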

Of the 3,413 genes covered in the differential transcriptomics experiment, transcripts of only 30 were significantly upregulated [*p* value < 0.05, log_2_ fold change (LFC) > 0.5] and met abundance thresholds (>0.005% of total normalized read count) when cells were grown on FeS_2_ relative to those grown with either Fe(II)/cysteine or Fe(II)/HS^–^ (Figure 8A and Supplementary Table 1). This collection of genes included those that code for 12 hypothetical proteins and seven proteins annotated as being involved in translation, ribosomal processing, and other growth-related functions. 

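Of the genes for translation and RNA processing, the ribosomal proteins S2 (MSBRM_0481) and L31e (MSBRM_3025) and ribonuclease P protein component 3 (MSBRM_2039), part of the enzyme that matures tRNA, rose on FeS_2_ by LFCs of 0.57 to 0.81 against Fe(II)/Cys and 0.54 to 0.66 against Fe(II)/HS-. S2 had 5986 ± 531 normalized counts on FeS_2_ (mean ± SD, n = 4), 4017 ± 282 on Fe(II)/Cys and 3789.9 ± 166 on Fe(II)/HS-. An RNA-binding protein (MSBRM_2040) rose by 0.67 (SE 0.10, adjusted p = 5.49e-05) and 0.68 (SE 0.097, adjusted p = 1.77e-05) in edgeR’s quasi-likelihood test. Deoxyhypusine synthase (MSBRM_0810), which modifies a translation factor, rose by 0.87 (SE 0.066, adjusted p = 4.30e-08) and 0.71 (SE 0.065, adjusted p = 1.81e-07) in the same edgeR test.
Among genes of other or unknown function, the UPF0147 family protein MSBRM_3439 rose from 2816 ± 176 on Fe(II)/Cys and 4254 ± 272 on Fe(II)/HS- to 7316 ± 948 on FeS_2_, an LFC of 1.38 (SE 0.089, adjusted p = 7.46e-09) and 0.78 (SE 0.087, adjusted p = 1.38e-06) in edgeR’s test. A rhodanese-like protein (MSBRM_0835), of a family that transfers sulfur, rose by 1.01 (SE 0.086, adjusted p = 1.50e-07) against Fe(II)/Cys and by 0.78 (SE 0.082, adjusted p = 8.06e-07) against Fe(II)/HS- in edgeR’s test. The pentapeptide repeat protein MSBRM_1164 rose by 0.63 and 1.23, and the DUF1743 domain protein MSBRM_2232 by 0.73 and 1.02. The helix-turn-helix regulator MSBRM_0504 had LFCs of 0.72 and 0.53. Single libraries decided some calls at the fold threshold. L31e against Fe(II)/HS- had an LFC of 0.48 without Fe(II)/HS- replicate D and 0.49 without FeS_2_ replicate C, MSBRM_0504 against Fe(II)/HS- 0.49 without Fe(II)/HS- replicate A or FeS_2_ replicate D, and MSBRM_1164 against Fe(II)/Cys 0.48 without Fe(II)/Cys replicate C.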

Nine of the identified FeS_2_-upregulated genes coded for proteins that are predicted to be membrane-associated. This included genes encoding ABC transporters of organic compounds (*MSBRM*_0980, *MSBRM*_0837, and *MSBRM*_2090) and ferrous iron in its hexaquo Fe(II) form (FeoB; *MSBRM*_0201; Lau et al., 2016). 

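All 9 genes of the class Membrane in Supplementary Table 1 were called higher on FeS_2_ than on both soluble sources, with LFCs of 0.52 to 1.48 against Fe(II)/Cys and 0.53 to 1.01 against Fe(II)/HS-. Besides transporters for nutrients, the class holds an efflux transporter of the MATE family (MSBRM_0967, MSBRM_RS05180) with 1410.5 ± 109 normalized counts on FeS_2_ (mean ± SD, n = 4), 954 ± 124 on Fe(II)/Cys and 971 ± 81.9 on Fe(II)/HS-. Its LFCs were 0.56 (SE 0.090, adjusted p = 9.36e-05 from edgeR’s quasi-likelihood test) and 0.54 (SE 0.087, adjusted p = 5.92e-05 from the same test). The hypothetical membrane proteins MSBRM_2340 and MSBRM_3123 had LFCs of 0.85 and 0.54 against Fe(II)/Cys and 0.61 and 0.53 against Fe(II)/HS-. The calls of MSBRM_0967 and MSBRM_3123 lie close to the fold threshold. MSBRM_0967 fell below it against Fe(II)/Cys without Fe(II)/Cys replicate A (LFC 0.48) and against Fe(II)/HS- without Fe(II)/HS- replicate D (0.48) or FeS_2_ replicate D (0.49), and MSBRM_3123 against Fe(II)/HS- without Fe(II)/HS- replicate A or D (0.50 in both, below the threshold before rounding).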

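FeoB (MSBRM_0201, MSBRM_RS01050) was the most abundant transcript of this group, with 15321 ± 4826 normalized counts on FeS_2_ (mean ± SD, n = 4), 7696 ± 551 on Fe(II)/Cys and 8215 ± 362 on Fe(II)/HS-. Its LFC was 0.99 against Fe(II)/Cys (SE 0.16, adjusted p = 7.66e-05 from edgeR’s quasi-likelihood test) and 0.90 against Fe(II)/HS- (SE 0.16, adjusted p = 1.11e-04 from the same test). The FeS_2_ libraries ranged from 10679 to 21479.5, and the lowest lay above every library of the soluble sources. MSBRM_2090, annotated as an AzlC family permease, had 924 ± 66.4 counts on FeS_2_, 491 ± 84.9 on Fe(II)/Cys and 476 ± 27.4 on Fe(II)/HS-, with LFCs of 0.90 (SE 0.10, adjusted p = 2.92e-06) and 0.96 (SE 0.097, adjusted p = 5.14e-07) in edgeR’s test. MSBRM_0837 had 976 ± 147 counts on FeS_2_, 601 ± 47.3 on Fe(II)/Cys and 529.9 ± 25.0 on Fe(II)/HS-, with LFCs of 0.71 (SE 0.098, adjusted p = 2.12e-05) and 0.88 (SE 0.094, adjusted p = 9.28e-07) in edgeR’s test. The amino acid permease MSBRM_0980 had 2322 ± 54.7 counts on FeS_2_, 1596 ± 286 on Fe(II)/Cys and 1501 ± 81.5 on Fe(II)/HS-, with LFCs of 0.52 (SE 0.092, adjusted p = 2.06e-04) and 0.63 (SE 0.090, adjusted p = 1.78e-05) in edgeR’s test. Without Fe(II)/Cys replicate D its LFC against Fe(II)/Cys was 0.41, below the fold threshold.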

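The gene next to FeoB by its tag, MSBRM_0200 (MSBRM_RS01045, ferrous iron transport protein A), rose less than FeoB. It had 1193 ± 299 normalized counts on FeS_2_ (mean ± SD, n = 4), 782 ± 69.2 on Fe(II)/Cys and 805 ± 40.2 on Fe(II)/HS-. Its LFC was 0.60 against Fe(II)/Cys (SE 0.13, adjusted p = 0.00145 from edgeR’s quasi-likelihood test) and 0.57 against Fe(II)/HS- (SE 0.13, adjusted p = 0.00108 from the same test). The 4 FeS_2_ libraries spread from 900.0 to 1593 and all lay above the libraries of the soluble sources, of which the highest had 844. FeS_2_ replicate A decided both calls. Without it the LFCs were 0.42 and 0.40, below the fold threshold, with adjusted p = 0.00262 and 0.00250 in edgeR’s test.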

A gene coding for the transcriptional regulator for FeoB, *feoA* (*MSBRM*_0200; Lau et al., 2016), was also identified in this subset of genes upregulated during growth on FeS_2_. A model to rationalize the upregulation of transcripts of FeoAB when FeS_2_ is provided as the sole Fe source versus Fe(II) was outlined in a recently published paper that focused on *M. voltae* A3 (Payne et al., 2021a). Briefly, and as stated above, FeS_2_-grown *M. voltae* cells (and possibly *M. barkeri* cells) were proposed to transport Fe(II) that is complexed with sulfide (FeS_*aq*_; Truche et al., 2010). It was hypothesized that assimilation of Fe(II) as FeS_*aq*_ led cells to sense limited availability of free/dissociable Fe(II) inside the cell *via* Fe(II)-binding transcription factors (i.e., DtxR, FeoA). As such, cells upregulated the hexaquo Fe(II) transporter (FeoB), and to a lesser extent, its transcriptional regulator (FeoA) and global metal regulator (DtxR), to overcome perceived Fe(II) limitation. Evidence indicated that excess transported Fe (cells require more S than Fe) was sequestered intracellularly as thioferrate-like molecules (Payne et al., 2021a). To this end, FeoAB are not hypothesized to be directly involved in FeS_2_ reduction, FeS_*aq*_ assimilation, or in supplying reducing equivalents for EET reactions involving FeS_2_.

**FIGURE 8:**
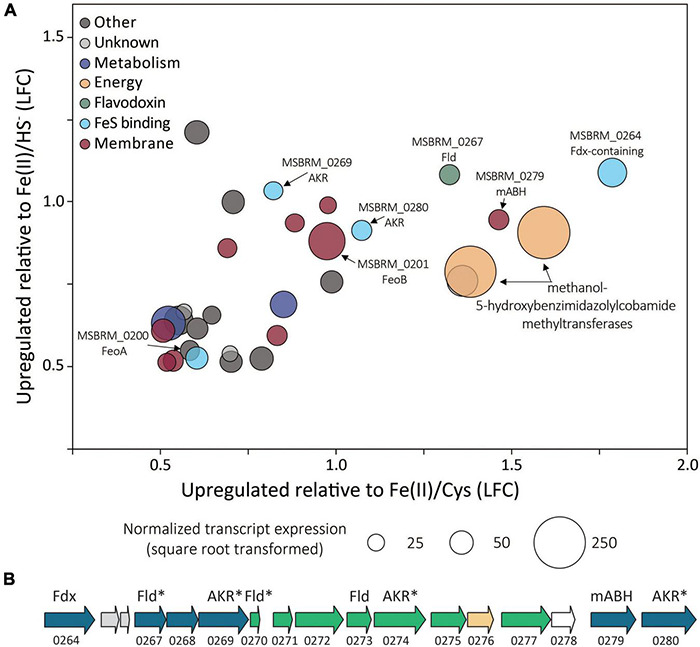
**(A)** *Methanosarcina barkeri* MS gene transcripts that were significantly upregulated in cells provided with synthetic pyrite (FeS_2_) nanoparticles compared to those provided with ferrous iron [Fe(II)]/cysteine (Cys) and those provided with Fe(II)/sulfide (HS^–^) as the sole iron and sulfur source. The log fold change (LFC) of transcript abundance in FeS_2_- versus Fe(II)/HS^–^-grown cells (*y*-axis) is plotted as a function of the LFC of transcript abundance in FeS_2_- versus Fe(II)/Cys-grown cells (*x*-axis). Each point represents a single gene and the size of the point represents the relative mean normalized transcript abundance detected across FeS_2_ replicate cultures. **(B)** A cassette of genes whose expression (transcripts) were upregulated when *Methanosarcina barkeri* MS cells were provided with synthetic FeS_2_ nanoparticles when compared to cells provided with 20 μM ferrous iron [Fe(II)] and 2 mM Cys or 20 μM ferrous iron [Fe(II)] and 2 mM HS^–^ as sole sources of Fe and S. Truncated locus tags and annotations of gene functions as assessed by UniProt are provided (“*MSBRM*_” has been removed due to space limitations). Gene arrows colored blue represent significant differential expression in *M. barkeri* MS cells grown on FeS_2_ compared to cells grown with Fe(II)/Cys or Fe(II)/HS^–^ (*p* < 0.05, LFC > 0.5). The green gene arrows were significantly upregulated (*p* < 0.05) in the FeS_2_ growth condition relative to both the Fe(II)/Cys or Fe(II)/HS^–^ growth conditions but the LFC was below 0.5. The gene depicted in yellow was upregulated on the FeS_2_ growth condition relative to both the Fe(II)/Cys or Fe(II)/HS^–^ growth conditions but not significantly (*p* > 0.05). The gene depicted in white was not differentially regulated among growth conditions. Importantly, an analysis of proteomes of *Methanococcus voltae* A3 cells provided with 2 mM FeS_2_ or 26 μM Fe(II) and 2 mM HS^–^ independently identified homologs of many of the same proteins as being up-expressed under the FeS_2_ condition (Payne et al., 2021a), and these are indicated with an asterisk (*). Gene abbreviations: Fld, flavodoxin; AKR, aldo/keto reductase; Fdx, ferrodoxin; mABH, membrane-associated alpha/beta hydrolase; FeoAB, ferrous iron transporter subunits **(A,B)**.

A cluster of differentially expressed genes that are co-localized on the *M. barkeri* MS genome that included several oxidoreductases was identified (Figure 8B). Among the 15 genes that comprise this cluster, six were significantly upregulated (*p* value < 0.05, LFC > 0.5) during growth on FeS_2_. 

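The 6 genes of this cluster that Supplementary Table 1 names, MSBRM_0264, MSBRM_0267, MSBRM_0268, MSBRM_0269, MSBRM_0279 and MSBRM_0280, were all called higher on FeS_2_ than on both soluble sources. With 9 further loci whose identifiers lie between those of MSBRM_0269 and MSBRM_0279, the cluster holds 15 loci. Of these, 7 passed the test and the fold threshold against both sources, and 13 passed the test against both without regard to fold. The counts were also 7 and 13 when adjusted over the list alone, and the study chose this list on these libraries, so they are not independent evidence of the direction. In 10 of the 15, every FeS_2_ library lay above all 8 others, which chance gives for 0.202% of unselected genes. As the list was chosen on the same libraries, this is no separate evidence either. Between the soluble sources, 3 of the 15 were higher on Fe(II)/HS- than on Fe(II)/Cys. With library sizes alone in place of TMM, 2 of the 15 passed both thresholds against both sources. In that setting 14 of the 15 kept their sign with larger LFCs, and MSBRM_RS01470 changed from lower to higher on FeS_2_. The median LFC of all genes then moved to 1.00 against Fe(II)/Cys and 0.33 against Fe(II)/HS-. Both changes follow from this common shift and say nothing particular about the cluster. The LFCs of the 7 called loci against Fe(II)/HS- had a median of 1.36 (1.05 with TMM), with a median SE of 0.44 (0.11 with TMM). Their median adjusted p in edgeR’s quasi-likelihood test was 0.082, and 2 of the 7 stayed called. How far the larger SE and the adjustment over all genes each ended the other calls was not separated.

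**Figure D2:**
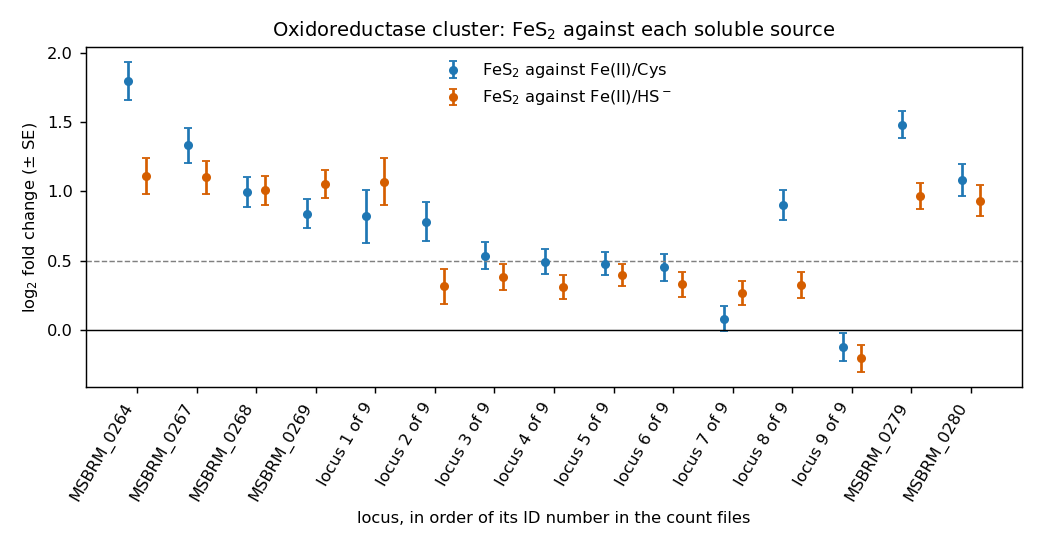
Log_2_ fold change on FeS_2_ (y-axis, with SE as bars) of the 15 loci of the cluster in the order of their identifiers (x-axis), against Fe(II)/Cys and against Fe(II)/HS-, with n = 4 libraries per source and a dashed line at 0.5. The 6 named genes lie above 0.5 against both sources.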

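The 9 loci between MSBRM_0269 and MSBRM_0279 carry no name in these sources, and they are assigned to the cluster only by the order of their identifiers. Of the 9, 8 had positive LFCs against both soluble sources and 7 passed edgeR’s quasi-likelihood test against both, with LFCs from -0.12 to 0.90 against Fe(II)/Cys and from -0.20 to 1.07 against Fe(II)/HS- over all 9. The locus that directly follows MSBRM_0269 in this order passed the fold threshold against both sources, at a low level of 72.0 ± 7.36 normalized counts on FeS_2_ (mean ± SD, n = 4), 0.00065% of the normalized count. MSBRM_RS01460 had an LFC of 0.08 against Fe(II)/Cys (adjusted p = 0.474 from edgeR’s quasi-likelihood test) and of 0.27 against Fe(II)/HS- (adjusted p = 0.0130). MSBRM_RS01470, next to MSBRM_0279, had LFCs of -0.12 (adjusted p = 0.340) and -0.20 (adjusted p = 0.0757) in edgeR’s test, and of 0.95 and 0.095 with library sizes alone in place of TMM.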

An additional eight genes were moderately upregulated with a LFC below 0.5, and one additional gene was upregulated though its expression was not significantly different from Fe(II)/HS^–^- or Fe(II)/cysteine-grown cells. This cluster of genes codes for several enzymes predicted to be cytoplasmic, including one ferredoxin-domain containing oxidoreductase (Fdx; *MSBRM*_0264), three paralogous flavodoxin domain-containing oxidoreductases (Fld; *MSBRM*_0267, *MSBRM*_0270, *MSBRM*_0273), and three paralogous aldo-keto reductases (AKR; *MSBRM*_0269, *MSBRM*_0274 and *MSBRM*_0280). 

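Of the 4 enzymes with values here, Fdx (MSBRM_0264, MSBRM_RS01400), annotated in the table as a DUF362 domain protein, had the largest LFC against Fe(II)/Cys. It had 5137 ± 715 normalized counts on FeS_2_ (mean ± SD, n = 4), 1459 ± 276 on Fe(II)/Cys and 2379 ± 345 on Fe(II)/HS-, with an LFC of 1.80 against Fe(II)/Cys (SE 0.14, adjusted p = 4.03e-08 from edgeR’s quasi-likelihood test) and of 1.11 against Fe(II)/HS- (SE 0.13, adjusted p = 2.33e-06 from the same test). It was also higher on Fe(II)/HS- than on Fe(II)/Cys (LFC 0.69, SE 0.13, adjusted p = 2.45e-04 in edgeR’s test). Fld (MSBRM_0267, MSBRM_RS01415), a small flavin-binding electron carrier, had 1333 ± 213 counts on FeS_2_, 518 ± 94.5 on Fe(II)/Cys and 620.2 ± 50.3 on Fe(II)/HS-, with LFCs of 1.33 (SE 0.13, adjusted p = 4.26e-07) and 1.10 (SE 0.12, adjusted p = 9.29e-07) in edgeR’s test. The AKR gene MSBRM_0269 (MSBRM_RS01425) had 927 ± 116 counts on FeS_2_, 509 ± 76.4 on Fe(II)/Cys and 446 ± 25.9 on Fe(II)/HS-, with LFCs of 0.84 (SE 0.10, adjusted p = 8.49e-06) and 1.05 (SE 0.10, adjusted p = 3.04e-07) in edgeR’s test. The AKR gene MSBRM_0280 (MSBRM_RS01480) had 1414 ± 157 counts on FeS_2_, 652 ± 116 on Fe(II)/Cys and 739.6 ± 97.5 on Fe(II)/HS-, with LFCs of 1.08 (SE 0.12, adjusted p = 1.99e-06) and 0.93 (SE 0.11, adjusted p = 2.97e-06) in edgeR’s test. Values for MSBRM_0270, MSBRM_0273 and MSBRM_0274 are not given, since no source used here pairs these tags with the identifiers in the count tables. Reads shared among the paralogs were not tested.

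**Figure D3:**
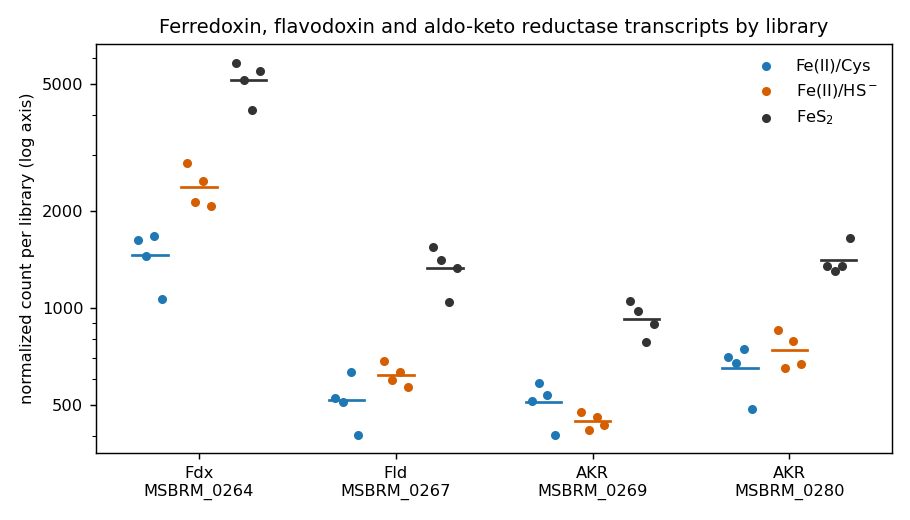
Normalized counts (y-axis, log scale) of MSBRM_0264, MSBRM_0267, MSBRM_0269 and MSBRM_0280 in each library, by source of Fe and S (x-axis), with n = 4 per source and bars at the means. In all 4 genes, each FeS_2_ library lies above every library of the soluble sources.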

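Next to last in the cluster by identifier, the alpha/beta hydrolase gene MSBRM_0279 (MSBRM_RS01475) had 1283 ± 102 normalized counts on FeS_2_ (mean ± SD, n = 4), 455 ± 48.8 on Fe(II)/Cys and 655 ± 77.5 on Fe(II)/HS-. Its LFC was 1.48 against Fe(II)/Cys (SE 0.098, adjusted p = 9.20e-09 from edgeR’s quasi-likelihood test) and 0.97 against Fe(II)/HS- (SE 0.091, adjusted p = 2.47e-07 from the same test), and it was higher on Fe(II)/HS- than on Fe(II)/Cys (LFC 0.52, SE 0.099, adjusted p = 2.16e-04 in edgeR’s test). MSBRM_0268 (MSBRM_RS01420), a DUF4405 domain protein next to Fld, had 727 ± 98.0 counts on FeS_2_, 360.5 ± 47.7 on Fe(II)/Cys and 361 ± 29.3 on Fe(II)/HS-, with LFCs of 1.00 (SE 0.11, adjusted p = 2.37e-06) and 1.01 (SE 0.10, adjusted p = 5.93e-07) in edgeR’s test. The soluble sources differed by an LFC of -0.013 for MSBRM_0268 (SE 0.11, adjusted p = 0.919 in edgeR’s test).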

Two proteins were predicted to be membrane-associated including a putative alpha-beta hydrolase (mABH; *MSBRM*_0279) and an additional membrane-associated protein of unknown function (*MSBRM*_0268). Furthermore, a recently published shotgun proteomics study of *M. voltae* A3 cells grown with 2 mM FeS_2_ as the sole Fe and S source compared to cells grown with 26 μM Fe(II) and 2 mM HS^–^ revealed significant up-expression (*p* < 0.05, LFC > 1) of two homologs of Fld (*Mvol*_0029, *Mvol*_0089) and three homologs of AKR (*Mvol*_0066, *Mvol*_0126, and *Mvol*_0416) in FeS_2_-grown cells (Payne et al., 2021a), all of which were predicted to be cytoplasmic. Homologs of mABH and the protein of unknown function (*MSBRM*_0268) were not upregulated in FeS_2_-grown *M. voltae* cells. The Fld and AKR homologs are not co-localized in the genome of *M. voltae* A3 although the majority are co-localized in the genome of *M. barkeri* Fusaro. Yet, the similarities in their regulation and expression in *M. barkeri* MS and *M. voltae* A3 and their cytoplasmic cellular location point to the potential role of these putatively redox-active enzymes in FeS_2_-dependent growth, as discussed in detail below.

To date, five strains representing four methanogen species, *M. voltae* A3 (Payne et al., 2021b), *M. barkeri* MS (Payne et al., 2021b), *M. barkeri* Fusaro (this work), an unnamed *Methanothermobacter* strain isolated from a New Zealand hot spring (provided by Matthew Stott, unpublished data), and *M. maripaludis* S2 (unpublished data) have been shown to reduce FeS_2_ to meet biosynthetic demands for Fe and S. These four species represent evolutionarily and ecologically distinct lineages of methanogens, including more deeply diverging members (*M. voltae* A3, *M. maripaludis* S2, uncharacterized *Methanothermobacter*) and more recently diverging members (*M. barkeri* MS, *M. barkeri* Fusaro; Bapteste et al., 2005; Brochier-Armanet et al., 2011; Petitjean et al., 2015). This suggests that the ability of methanogens to reduce FeS_2_ may be widespread among this group of microorganisms. As such, homologs of the 30 genes upregulated on FeS_2_ relative to Fe(II)/cysteine and Fe(II)/HS^–^ were surveyed in the genomes of four of the five known FeS_2_ reducers (a genome is not available for the uncharacterized *Methanothermobacter* strain).

Homologs for 19 of the 30 upregulated FeS_2_ genes were detected in all four FeS_2_-reducing methanogens with available genomes (Supplementary Table 1). Five of these 19 genes encoded proteins that were related to ribosomal function, five were related to membrane transport, and two were related to energy or metabolism (Gene IDs provided in Supplementary Table 1). Five of the remaining 19 conserved genes were predicted to encode oxidoreductases (Fdx, Fld, and two AKR) and one of the genes is predicted to encode the hydrolase, mABH (Figure 8). Collectively, these data suggest that one or more proteins encoded in this gene cluster (i.e., Fdx, Fld, AKR, and/or mABH) may be involved in a function associated with FeS_2_ reduction as they are conserved across methanogens capable of this functionality.

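The 19 genes with a hit in each of the other genomes of Supplementary Table 1 rose on FeS_2_ by LFCs of 0.52 to 1.80 against Fe(II)/Cys (median 0.84) and of 0.54 to 1.11 against Fe(II)/HS- (median 0.81). The other 11 genes of the table rose by 0.54 to 1.61 (median 0.72) and by 0.53 to 1.23 (median 0.65), a difference that was not tested. The table classes 5 of the 19 as FeS-binding or flavodoxin proteins. These are Fdx, Fld, both AKR genes of the list and a further (Fe-S)-binding protein outside the cluster, MSBRM_0047 (MSBRM_RS00235). MSBRM_0047 had 1992 ± 104 normalized counts on FeS_2_ (mean ± SD, n = 4), 1284 ± 155 on Fe(II)/Cys and 1366 ± 25.2 on Fe(II)/HS-, with LFCs of 0.63 (SE 0.073, adjusted p = 4.22e-06) and 0.54 (SE 0.071, adjusted p = 6.74e-06) in edgeR’s quasi-likelihood test. The paper proposes that 1 or more of Fdx, Fld, AKR and mABH may take part in a function associated with FeS_2_ reduction. It draws on the upregulation of the cluster on FeS_2_ and the conservation of its genes across methanogens that reduce FeS_2_. For Fld and AKR it also points to an earlier proteomics study of *M. voltae*. There homologs of both, but not of mABH, were higher in cells grown on FeS_2_.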

### Mechanism of Extracellular Electron Transport Involved in FeS_2_ Reduction

Several dedicated mechanisms for EET have been proposed to explain the ability of microorganisms to transfer electrons to minerals, cathodes, or other microorganisms (Shi et al., 2016; Jorgensen, 2021; Rotaru et al., 2021). Notably, all the examples of EET to date have been described for their role in cellular respiration. However, EET to FeS_2_ by methanogens for mineral reduction is likely related to nutrient acquisition as FeS_2_ can serve as the sole source of Fe and S.

Methanogens, including those from the *Methanosarcina* genus, are capable of Fe(III) oxide mineral reduction as a means for energy conservation (Bond and Lovley, 2002; Sivan et al., 2016; Shang et al., 2020). It has been suggested that the mechanism of Fe(III)-oxide reduction mimics that for bacterial species, whereby *Methanosarcina acetivorans* cells use transmembrane, multiheme *c*-type cytochromes (MHC) encoded by *mmcA* to transfer electrons extracellularly to Fe(III) oxides (Holmes et al., 2019), thereby diminishing the rate of methanogenesis, possibly due to diversion of electrons away from methanogenic pathways. However, neither of the genomes of the *M. barkeri* strains used in this study (Fusaro or MS) or the genome of *M. voltae* A3 (Payne et al., 2021b) encode homologs of MHC (data not shown). Further, it has recently been shown that while MHC have been implicated in direct interspecies electron transfer between syntrophic *Geobacter* and *Methanosarcinales*, these molecular complexes are not actually required (Yee and Rotaru, 2020). The possibility exists for indirect EET *via* electron shuttling molecules such as flavins or enzymes such as [NiFe]-hydrogenase and formate dehydrogenase that are excreted from methanogen cells that then drive FeS_2_ reduction. Indeed, *M. maripaludis* has been shown to excrete extracellular enzymes, including both [NiFe]-hydrogenases and formate dehydrogenases, that are capable of driving corrosion of metallic iron (Deutzmann et al., 2015). However, in the present study it was shown that when *M. barkeri* was grown in medium with FeS_2_ sequestered in dialysis tubing with a pore size of 100 kDa, cells were unable to reduce FeS_2_, as evinced by the lack of HS^–^ production and growth (Figure 5). This was also observed for *M. voltae* grown with formate as methanogenesis substrate (Payne et al., 2021b). Thus, a secreted electron shuttling molecule or enzyme would need to have a hydrodynamic diameter large enough to be blocked by the 100 kDa pore, which excludes involvement of low-molecular-weight endogenously produced electron shuttling molecules like flavins. Growth studies with the [NiFe]-hydrogenase *M. barkeri* Fusaro mutant rule out involvement of hydrogenase enzymes in FeS_2_ reduction. Nevertheless, at this time, enzymes and enzyme complexes with large molecular weights (>100 kDa) cannot necessarily be ruled out as being involved in FeS_2_ reduction.

A recent study showed that *M. barkeri* is capable of assimilating and/or precipitating nanoparticulate magnetite intracellularly, and these conductive nanoparticles enhanced methanogenesis activity presumably by acting as solid electron shuttles across the cell membrane (Fu et al., 2019). Given the production of FeS phases (e.g., Fe_1–_*_*x*_*S and/or FeS) during FeS_2_ reduction (Eq. 1), it seems plausible that they may participate in EET in methanogens in a manner similar to that of *Shewanella* (Kondo et al., 2015). Follow-up studies using high-resolution imaging and spectroscopic approaches combined with electrochemical approaches will advance understanding of the likely role of FeS nanoparticles in EET and FeS_2_ reduction.

Without a clear mechanism to describe biological FeS_2_ reduction emerging from experimental data, a model for spontaneous electron transfer from the cell surface to FeS_2_ is considered. In this model, reduction of FeS_2_ may occur by diversion of low potential electrons from the membrane, extracellular proteins, or other components of the extracellular milieu. While it is not yet clear what membrane and extracellular components are involved in FeS_2_ reduction, experiments that showed both AH_2_QDS and H_2_ can abiotically reduce FeS_2_ allow for an estimate of the reduction potential of electrons involved in mineral reduction.

The calculated non-standard state electrochemical potential (*E*) of H_2_ [*E*°= –414 mV (Thauer et al., 1977)] at a headspace partial pressure of 0.25 bar (198 μM dissolved H_2_) in pH 7.0 medium at 38°C is –318 mV, indicating that electrons under such conditions would need to have a midpoint potential equal to or lower than this to reduce FeS_2_. However, thermodynamic calculations conducted herein indicate that FeS_2_ reduction is favorable at H_2_ concentrations as low as 1 μbar (10^–10^ M), which equates to electrons with midpoint potentials of –123 mV. Furthermore, the standard state reduction potential of AH_2_QDS has been estimated to be –184 mV (Clark, 1960), which is lower than that for H_2_ at a concentration of 10^–10^ M, consistent with presented evidence indicating it can facilitate EET to FeS_2_ (Figure 6). Numerous membrane-associated oxidoreductases in methanogens are involved in redox reactions involving electrons that are far more reduced than –184 mV (Thauer et al., 1977), suggesting that their diversion *via* an undefined or even undedicated mechanism toward FeS_2_ is feasible. Alternatively, small redox-active molecules produced by methanogens, such as methanophenazine [*E* = –165 mV (Beifuss and Tietze, 2005)] may be involved in shuttling electrons across the cell membrane to the FeS_2_ surface. This would imply, however, that the mechanism involved in biological FeS_2_ reduction is not universal across FeS_2_-reducing methanogens since *M. voltae* does not produce methanophenazine (Deppenmeier et al., 1999).

## Conclusion

Abiotic reduction of specimen and synthetic, nanoparticulate FeS_2_ by H_2_ at concentrations as low as 1.98 × 10^–4^ M was demonstrated herein. While the initial reduction reaction of FeS_2_ is necessary to generate HS^–^, the solubility of the likely FeS_2_ reduction product, Fe_1–_*_*x*_*S, controls the availability of Fe(II). Production of excess sulfide (>1 μM) *via* FeS_2_ reduction favors formation of FeS_*aq*_ as the dominant form of Fe(II) in solution, which is hypothesized to be the form of Fe and S assimilated by FeS_2_-reducing methanogen cells. Dialysis experiments indicate that *M. barkeri* requires direct contact to reduce FeS_2_ through EET but not to obtain dissolution products to meet nutrient demands. Growth experiments with wild-type and mutant strains of *M. barkeri* indicate that H_2_ and [NiFe]-hydrogenase are not involved in EET and that the cells do not naturally produce electron shuttles capable of reducing EET. Synthetic electron shuttles such as AQDS can facilitate EET to FeS_2_, suggesting exogenous compounds with similar reduction potentials (quinones, humic acids) could serve this role in natural systems. Transcriptomic experiments did not identify differential expression of genes putatively involved in EET, although a cassette of genes that encodes several oxidoreductases, including Fdx, Fld, and AKRs, and mABH, was found to be significantly upregulated during growth on FeS_2_ relative to Fe(II)/cysteine and Fe(II)/HS^–^. It is possible that these proteins are involved in either supplying reducing equivalents for EET to FeS_2_ or involved in processing, trafficking, storing, or transforming FeS_*aq*_ that is likely assimilated as the sole source of Fe and S during growth with FeS_2_ reduction. As such, the mechanism(s) of EET from methanogen cells to FeS_2_ requires direct contact between cells and the mineral and may involve electrically conductive components of EPS or electrically conductive FeS nanoparticles that self-assemble into conductive conduits within EPS that interfaces cells and the mineral surface.

A multi-step model is proposed to describe the reduction of FeS_2_ and the assimilation of Fe and S during growth with FeS_2_ and to guide future experiments (Figure 9). Cells first attach to the FeS_2_ surface, allowing for microbial reduction of FeS_2_ *via* a cell surface mediated mechanism of EET (Step 1). During FeS_2_ reduction, soluble HS^–^ is generated and Fe_1–_*_*x*_*S precipitates on the surface of FeS_2_ (Step 2). Dissolution of Fe(II; but not S) from Fe_1–_*_*x*_*S occurs, and because dissolution is incomplete, the concentration of HS^–^ in solution exceeds that of Fe(II; Step 3). This favors the formation of FeS_*aq*_ clusters as the primary form of Fe(II) in solution (Step 4). FeS_*aq*_ clusters may passively diffuse or be actively transported across the membrane to meet Fe and S nutritional demands. FeS_*aq*_ clusters, which themselves are likely to be conductive, may also associate with the surface of the cell, EPS, or mineral, thereby enhancing EET to FeS_2_ (Step 4). This model clarifies the surface-requirement of methanogens during growth on FeS_2_ to that of EET, rather than for Fe or S acquisition from Fe_1–_*_*x*_*S. Further, it highlights the complexities methanogens face in obtaining Fe and S to meet nutritional demands in anoxic environments where FeS, Fe_1–_*_*x*_*S, and FeS_2_ are likely to be prevalent forms of these elements (Rickard and Luther, 2007).

**FIGURE 9:**
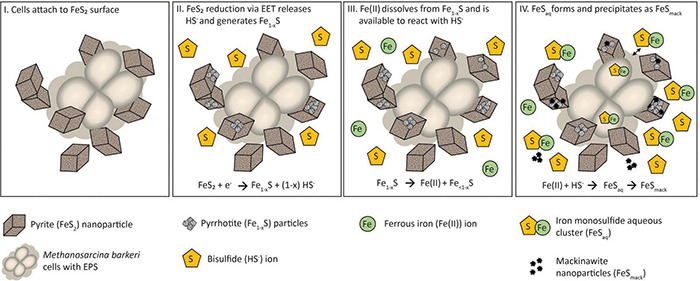
A model for *Methanosarcina barkeri* growth on pyrite (FeS_2_). See main text for description.

## Materials and Methods

### Mineral Preparation

Synthetic nanoparticulate pyrite (FeS_2_) was prepared as previously described (Payne et al., 2021b) and XRD analysis is provided in Supplementary Figure 1. ACS grade chemicals were used in mineral syntheses (and preparation of cultivation medium, described below) and glassware was washed with 10% trace-metal grade nitric acid (HNO_3_) to remove potential trace metal impurities. Briefly, the initial FeS_2_ synthesis reaction was conducted in an anaerobic chamber (2.5% H_2_/balance N_2_) and was then bubbled with sterile N_2_ gas passed over a heated (200°C) and H_2_-reduced column containing native copper shavings for 1 h L^–1^. Following bubbling, FeS_2_ was incubated anoxically (N_2_ headspace) in a sealed, serum bottle for 4 days at 65°C followed by an additional 4 days at 85°C to complete the synthesis. Finally, to remove unreacted HS^–^, Fe(II), FeS, and S^0^, the synthesized nanoparticulate FeS_2_ was washed (via centrifugation and decanting) four times with 1N HCl, once with boiling 6N HCl, twice with MilliQ (MQ) H_2_O, three times with >99.5% acetone, and finally three times with sterile, anoxic MQ H_2_O inside of an anaerobic chamber. Following the final wash step, the FeS_2_ was resuspended in sterile, anoxic MQ H_2_O and transferred to a sterile serum bottle that was then capped and sealed prior to removal from the anaerobic chamber. Upon removal from the anaerobic chamber, the headspace of the serum bottle was flushed with 0.22 μm filtered N_2_ gas. To determine the concentration of the synthesized FeS_2_ slurry, triplicate 1 mL aliquots were transferred to pre-weighed serum bottles, dried anoxically under N_2_ gas, and weighed to calculate the weight percent and molar concentration. The concentration of the FeS_2_ stock was adjusted to 0.2 M by diluting into sterile, anoxic MQ H_2_O.

Specimen grade FeS_2_ was obtained from Zacatecas, Mexico (Ward’s Science, Rochester, NY, United States) and specimen grade Fe_1–_*_*x*_*S was obtained from Aymar quarry, Gualba mines, Gualba, Montseny, Barcelona Spain. Within a laminar flow hood, specimen minerals were crushed with a MQ-cleaned and ethanol-sterilized jaw crusher (Gilson, Lewis Center, OH, United States) then applied to a cleaned and sterile sieve stack (United States Standard #10/2,000 μm, United States Standard #35/500 μm, United States Standard #60/250 μm, United States Standard #120/125 μm, United States Standard #230/63 μm, and catch pan; all 8” diameter). The 63–125 μm fractions were collected and washed. Specimen FeS_2_ was washed as described above for synthetic FeS_2_ while specimen Fe_1–_*_*x*_*S was washed three times with >99.5% acetone and then three times with sterile, anoxic MQ within an anaerobic chamber. The washed minerals were transferred to sterilized, N_2_ purged, sealed serum bottles then dried under a stream of 0.22 μm filtered N_2_ gas. The dried minerals were characterized using a SCINTAG X-1 system X-ray powder diffraction (XRD) spectrometer (XRD Eigenmann GmbH, Mannheim, Germany).

### Abiotic FeS_2_ Reduction Experiments

Synthetic, nanoparticulate FeS_2_ (2 mM) was added to triplicate reactors that contained 35 mL of low salinity basal medium (in *g* L^–1^: NaCl, 1.00; MgCl_2_ ⋅ 6H_2_O, 0.40; NH_4_Cl, 0.50; KCl, 0.50; CaCl_2_ ⋅ 2H_2_O, 0.10; KH_2_PO_4_, 0.15_;_ NaHCO_3_, 2.0) in 70 mL glass serum bottles capped with blue butyl rubber stoppers (Bellco, Vineland, NJ, United States). This medium is similar to growth medium for *M. barkeri* MS described below, but without methanol, acetate, vitamins, or trace metal solutions. The reactors were then purged for 20 min with 0.2 μm filtered N_2_ that had been passed over a heated (200°C) and H_2_-reduced column containing native copper shavings before pressurizing the reactors by adding H_2_ to the specified concentration, replacing the appropriate gas volume, and then pressurizing to 2.5 bar with N_2_. In the case of the 100% H_2_ condition, the headspace was purged with H_2_ for 20 min and was then pressurized to 2.5 bar with H_2_. The reactors were incubated at 38°C statically in the dark.

Reactors were sampled for HS^–^ *via* the methylene blue assay (Fogo and Popowsky, 1949) and Fe(II) *via* the ferrozine assay (Stookey, 1970). Samples for HS^–^ determination were analyzed immediately whereas samples for Fe(II)/(III) determination were first incubated for 16 h in 1N HCl at room temperature (∼20°C) before centrifugation (5,000 × *g*, 5 min, 4°C) to pellet the mineral. The supernatant was split in half, with one half used to measure the concentration of Fe(II). The other half of the sample was used to quantify Fe(III) by first reducing the sample with 0.2 M hydroxylamine hydrochloride for 30 min and then determining total Fe, from which Fe(II) was subtracted to arrive at Fe(III) concentration. Fe(III) was not detected in any incubation experiment.

To further examine the mineral product that forms during reductive dissolution of FeS_2_, 65 μmol of laboratory synthesized nanoparticulate FeS_2_ was incubated in 5 mL (6.5 mM final concentration) in MQ H_2_O undisturbed at 38°C for 24 h under 2.5 bar H_2_ (1.98 × 10^–3^ M aqueous). The pelleted mineral was dried anoxically under a stream of N_2_ gas (∼10 psi delivered through a 22-gauge needle) for ∼2 h while sitting in a warm water bath on low heat to promote drying. The dried mineral was characterized using XRD, as described above, within 2 h of preparation.

### Cultivation Conditions

*Methanosarcina barkeri* strain MS and *M. barkeri* strain Fusaro were obtained from the American Type Culture Collection (ATCC-43569 and ATCC-BAA-2329, respectively). A mutant strain of *M. barkeri* strain Fusaro with deletions in four operons encoding for its five [NiFe]-hydrogenases was constructed as part of a prior study and was used herein (Mand et al., 2018). For all strains, growth medium was prepared without added Fe and S in MQ water and using acid (10% HNO_3_) washed glassware. Specifically, *M. barkeri* was grown in low-salinity medium, as described above for abiotic experiments. The base salts solution was boiled for 10 min then purged with N_2_ gas passed over the heated copper column containing reduced copper shavings for 1 h L^–1^. After sparging, base salts medium was moved to an anaerobic chamber and allowed to cool to room temperature. Once cooled, NaHCO_3_ (2.00 *g* L^–1^) was added, and the pH was adjusted to 7.0 with anoxic 2N HCl. Next, 75 mL of the base salts medium were dispensed into 165 mL serum bottles, sealed with blue butyl stoppers, and capped with aluminum crimp caps. Sealed serum bottles were removed from the anaerobic chamber, the headspace was exchanged for 15 min with N_2_:CO_2_ (80%:20%) gas passed over a heated copper column, and then they were autoclaved. After autoclaving, a sterile and anoxic 100X phosphate solution containing 0.35 *g* L^–1^ K_2_HPO_4_ and 0.23 *g* L^–1^ KH_2_PO_4_ was added to each bottle of base salts medium to a final dilution of 1X. Prior to inoculation, the base salts medium used to cultivate both methanogen strains was amended with 1% (v/v) Wolfe’s vitamins and 1% SL-10 trace metals (no added Fe containing components). All *M. barkeri* cultures were provided with 0.5% (v/v) methanol and 40 mM acetate as a methanogenesis substrates and grown anaerobically with a N_2_:CO_2_ (80%:20%) headspace pressurized to 2.5 bar.

Maintenance cultures were transferred every 4–7 days when they reached late log-phase. Cultures were maintained by providing aqueous sources of Fe and S, which consisted of 20 μM FeCl_2_ and 2 mM HS^–^. The *M. barkeri* Fusaro mutant strain was also provided with 2 mM cysteine to maintain cultures. To inoculate experimental cultures, mid-log phase grown cells were washed by centrifugation (4,696 × *g* for 20 min at 4°C) under anoxic conditions. Spent medium was decanted and washed cells were resuspended in sterile, anoxic base salts medium in a sealed serum bottle. Cultures were handled within an anaerobic chamber throughout the washing procedure. A 10% (v/v) transfer of washed cells was used to inoculate freshly prepared medium. All cultures were grown statically on their sides at 38°C in the dark.

Growth of *M. barkeri* was monitored by quantification of DNA and protein. *M. barkeri* grows in aggregates and strongly associates with FeS_2_ (Supplementary Figure 5), which prohibits accurate cell enumeration. Further, the presence of FeS_2_ minerals in the growth medium interferes with OD measurements, commonly used to quantify growth of *M. barkeri* (Sowers et al., 1993). Therefore, DNA and protein were used as proxies for cell production. In the case of DNA quantification, it is important to note that other *Methanosarcina* species contain fewer genome copies per cell during slow growth compared to fast growth (Hildenbrand et al., 2011) and thus DNA could underestimate biomass production during early and late log phase. It is also not known if cells produce excess EPS or protein during attachment to mineral phases, which could influence protein-based estimates of biomass production. Nonetheless, to quantify DNA, 2 mL of *M. barkeri* MS or Fusaro cultures were centrifuged at 20,000 × *g* for 20 min at 4°C, the supernatant was removed, and the cell pellet was resuspended in a lysis buffer solution containing 489 μL sodium phosphate buffer (MP Biomedicals, Irvine, CA, United States) and 61 μL MT buffer (MP Biomedicals). Once the lysis buffer was added to the cell pellet, the solution was mixed by gentle agitation and subjected to three rounds of freezing at –80°C and heating/thawing at 70°C in a heat block. The mixture was then transferred to a Lysis E tube (MP Biomedicals) and homogenized on a bead beater (Biospec Products, Bartlesville, OK, United States) for 40 s. Finally, the tube and its contents were centrifuged for 15 min at 14,000 × *g* to separate cell debris from DNA. The concentration of DNA in the supernatant was quantified fluorometrically with a Qubit HS Double Stranded DNA kit and Qubit fluorimeter (Invitrogen, Carlsbad, CA, United States). For protein quantification, a 1 mL aliquot of *M. barkeri* cultures was centrifuged at 20,000 × *g* for 20 min at 4°C, the supernatant was removed, and the cell pellet was resuspended in 0.5 M NaOH. The solution was incubated at 99°C in a heat block for 10 min, allowed to cool to room temperature, and then centrifuged for 15 min at 14,000 × *g* to separate debris from protein. The concentration of protein was quantified fluorometrically with a Qubit Protein Assay kit and Qubit fluorometer (Invitrogen, Carlsbad, CA, United States).

Headspace gas from cultures was sampled with a N_2_-flushed syringe to monitor CH_4_ and H_2_ and was diluted with ultra-high purity N_2_ into gas-tight CaliBond bags (Calibrated Instruments Inc., Manhasset, NY, United States). CH_4_ and H_2_ were determined by gas chromatography *via* injection of a 5 mL of sample into an injector valve set at 55°C on an SRI 8610C gas chromatograph (SRI instruments, Torrance, CA, United States). The gas chromatroph was equipped with a 4.5 m × 0.125″ OD Hayesep DB 100/120 packed column with the oven set to 44°C (Valco Instrument Company Inc., Houston, TX, United States). CH_4_ was detected by a flame-ionization detection at 156°C with ultra-high purity He as carrier gas and H_2_ was measured by a pulse-discharge He-ionizer detector at 100°C. Methane and H_2_ peak area values were converted to ppm using pre-mixed gas standards (EGAS Depot, Nampa, ID, United States). Dissolved HS^–^ and headspace CH_4_ measurements were converted to total sulfide and total CH_4_ (dissolved and gas phase) using Henry’s Law.

For dialysis experiments, 100 kDa dialysis tubing was prepared for FeS_2_ and Fe_1–_*_*x*_*S experiments, as previously described (Payne et al., 2021b) using a series of ethanol and MQ H_2_O rinses to wash and sterilize the membranes. Once sterilized, tied dialysis membranes were transferred to an anaerobic chamber where synthetic FeS_2_ (final concentration of 2 mM Fe) or specimen Fe_1–_*_*x*_*S (0.1 *g*) was added to each dialysis bag then the ends were secured using monofilament lines. The same concentrations of FeS_2_ and Fe_1–_*_*x*_*S were added to reactors where minerals were not sequestered in dialysis membranes. The dialysis bags were rinsed with sterile, anoxic MQ H_2_O before transferring to a prepared bottle of medium amended with methanogenesis substrates, trace metals, and vitamins, which was then capped and sealed before removing from the anaerobic chamber. Unamended controls contained dialysis tubing prepared the same as above but without any mineral or Fe added. Upon removing the sealed medium bottles from the anaerobic chamber, the headspace was purged with an 80:20 mixture of 0.2 μm filtered N_2_:CO_2_ for 45 min to remove gas originating from the anaerobic chamber and were then pressurized with N_2_:CO_2_ (final pressure of 1.72 atm) before inoculating with mid-log *M. barkeri* Fusaro wild-type cells grown with sulfide and FeCl_2_ (10% v/v inoculum) that were washed by pelleting cells *via* centrifugation and gently resuspending in anoxic base salts medium within an anaerobic chamber. Anoxic AQDS was added to a final concentration of 2 mM and monitored spectrophotometrically at 325 nm for AQDS and 450 nm for AH_2_QDS.

Cultures of *M. barkeri* MS were grown in quadruplicate on three different sources of Fe and S for RNA-Seq analysis: 2 mM FeS_2_, 20 μM FeCl_2_ and 2 mM L-cysteine, or 20 μM FeCl_2_ and 2 mM Na_2_S. Quadruplicate cultures for each condition were kept separate throughout sample collection, RNA sequencing, and analysis. Cells were harvested at mid-log growth phase, as determined by CH_4_ production, and final biomass was estimated by DNA quantification. To harvest biomass, *M. barkeri* MS cells were subjected to vacuum filtration at low pressure (5 psi) onto 47 mm 0.2-μm Supor 200 PES filters (Pall, Port Washington, NY, United States) within an anaerobic chamber. Using flame-sterilized scissors, each filter was cut in half and each half transferred to a 1.5 mL cryotube that was then sealed before being removed from the anaerobic chamber. The tube and its contents were immediately flash frozen in liquid nitrogen and frozen cells were stored at –80°C until processing.

### RNA Extraction and Transcriptomic Sequencing

Total RNA from *M. barkeri* strain MS was extracted using TRIzol reagent (Invitrogen) following the manufacturer’s protocol with slight modification. Individual frozen half filters containing *M. barkeri* cells were transferred to a Lysis E tube (MP Biomedicals) on ice and 1 mL of TRIzol was immediately added to the frozen filter. TRIzol-treated *M. barkeri* cells were subjected to three cycles of 40 s of bead beating followed by resting for 5 min at room temperature (∼20°C). Two hundred microliter of molecular grade chloroform was added to each tube and each tube was inverted to mix, incubated at room temperature for 3 min, and centrifuged for 15 min at 12,000 × *g* at 4°C. The upper aqueous phase containing RNA was carefully transferred to a clean 2 mL tube. To precipitate RNA, 0.5 mL of pre-chilled (4°C) 100% molecular grade isopropanol was added to each tube and tubes and their contents were incubated on ice for 10 min followed by centrifugation for 10 min at 12,000 × *g* at 4°C. The supernatant was discarded, and 1 mL of 75% molecular grade ethanol was added to wash the RNA. After centrifugation for 5 min at 7,500 × *g* at 4°C, the supernatant was removed, and the RNA pellet was air dried for 5–10 min. Total RNA was dissolved in 50 μL RNA-grade water (Thermo Fisher Scientific, Waltham, MA, United States) by incubating in a 55°C heat block for 10 min. RNA was treated with Turbo DNase (Invitrogen) to remove residual DNA per manufacturer’s instructions. After DNase treatment, the remaining total RNA was subjected to a second round of isopropanol precipitation, ethanol wash, and resuspension as described above. The concentration of total RNA was quantified fluorometrically using the Qubit BR RNA kit and a Qubit fluorometer (Invitrogen) and the quality checked using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States). Absence of DNA was verified by subjecting the RNA extract to 40 cycles of PCR using archaeal-specific 16S rRNA primers (344F/915R) as previously described (Boyd et al., 2013) and checking for amplification products *via* gel electrophoresis. Total RNA was sent to the University of Wisconsin’s Genome Expression Center for quality control, rRNA depletion using custom *M. barkeri* strain MS-specific oligos designed using the sequences for *M. barkeri* MS’s large and small ribosomal subunits, and sequencing on an Illumina NovaSeq 2 × 150 bp.

Paired-end reads were processed using default settings in TrimGalore!,^1^ a wrapper that implements CutAdapt (Martin, 2011) and FastQC^2^ to remove adapter sequences and filter reads, respectively. Reads were aligned to the reference *M. barkeri* MS genome (ASM97002v1) using Bowtie2 (Langmead and Salzberg, 2012). Reads were counted for each locus using HTSeq (Anders et al., 2015) followed by normalization and analysis in DESeq2 (Love et al., 2014) implemented in R v3.6.0.

## Data Availability Statement

The RNA-sequencing data reported in this article have been deposited in the NCBI GEO database (GSE168895).

## Author Contributions

RS and EB conceived and designed the study. RS, DP, ER, and EB collected, interpreted, and analyzed experimental data. GK and WM designed and provided mutant methanogen strains for experiments. RS and EB wrote the manuscript. All authors reviewed the manuscript before submission.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/

2
https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

# Supplementary material for: Investigating Abiotic and Biotic Mechanisms of Pyrite Reduction
**Source:** Front Microbiol. 2022 May 9;13:878387. doi: 10.3389/fmicb.2022.878387
**Supplement:** Supplementary file 2

Investigating abiotic and biotic mechanisms of pyrite reduction at low temperature

Rachel L. Spietz¹, Devon Payne¹, Gargi Kulkarni², William W. Metcalf², Eric E. Roden³, and

Eric S. Boyd¹

Supplementary Online Information

Supplemental Materials and Methods

Electron Microscopy. Mid-log phase *M. barkeri* strain Fusaro wild-type cells were fixed in 2.5% electron microscopy grade glutaraldehyde (Electron Microscopy Sciences, Hatfield, PA) for four hours at room temperature. Fixed cells were applied to a Au-sputtered 0.2 μm polycarbonate filter (MilliporeSigma, Burlington, MA) by low-pressure vacuum filtration. Cells were dehydrated by an ethanol series (50%, 70%, 80%, and 95%) passed through the filter at low pressure. Images were collected in the Imaging and Chemical Analysis Laboratory at Montana State University using a high-resolution FE-SEM (Supra 55VP, Zeiss, Thornwood, NY) with a primary electron beam energy of 1 keV at different magnifications as previously described (1).

Supplemental Figures

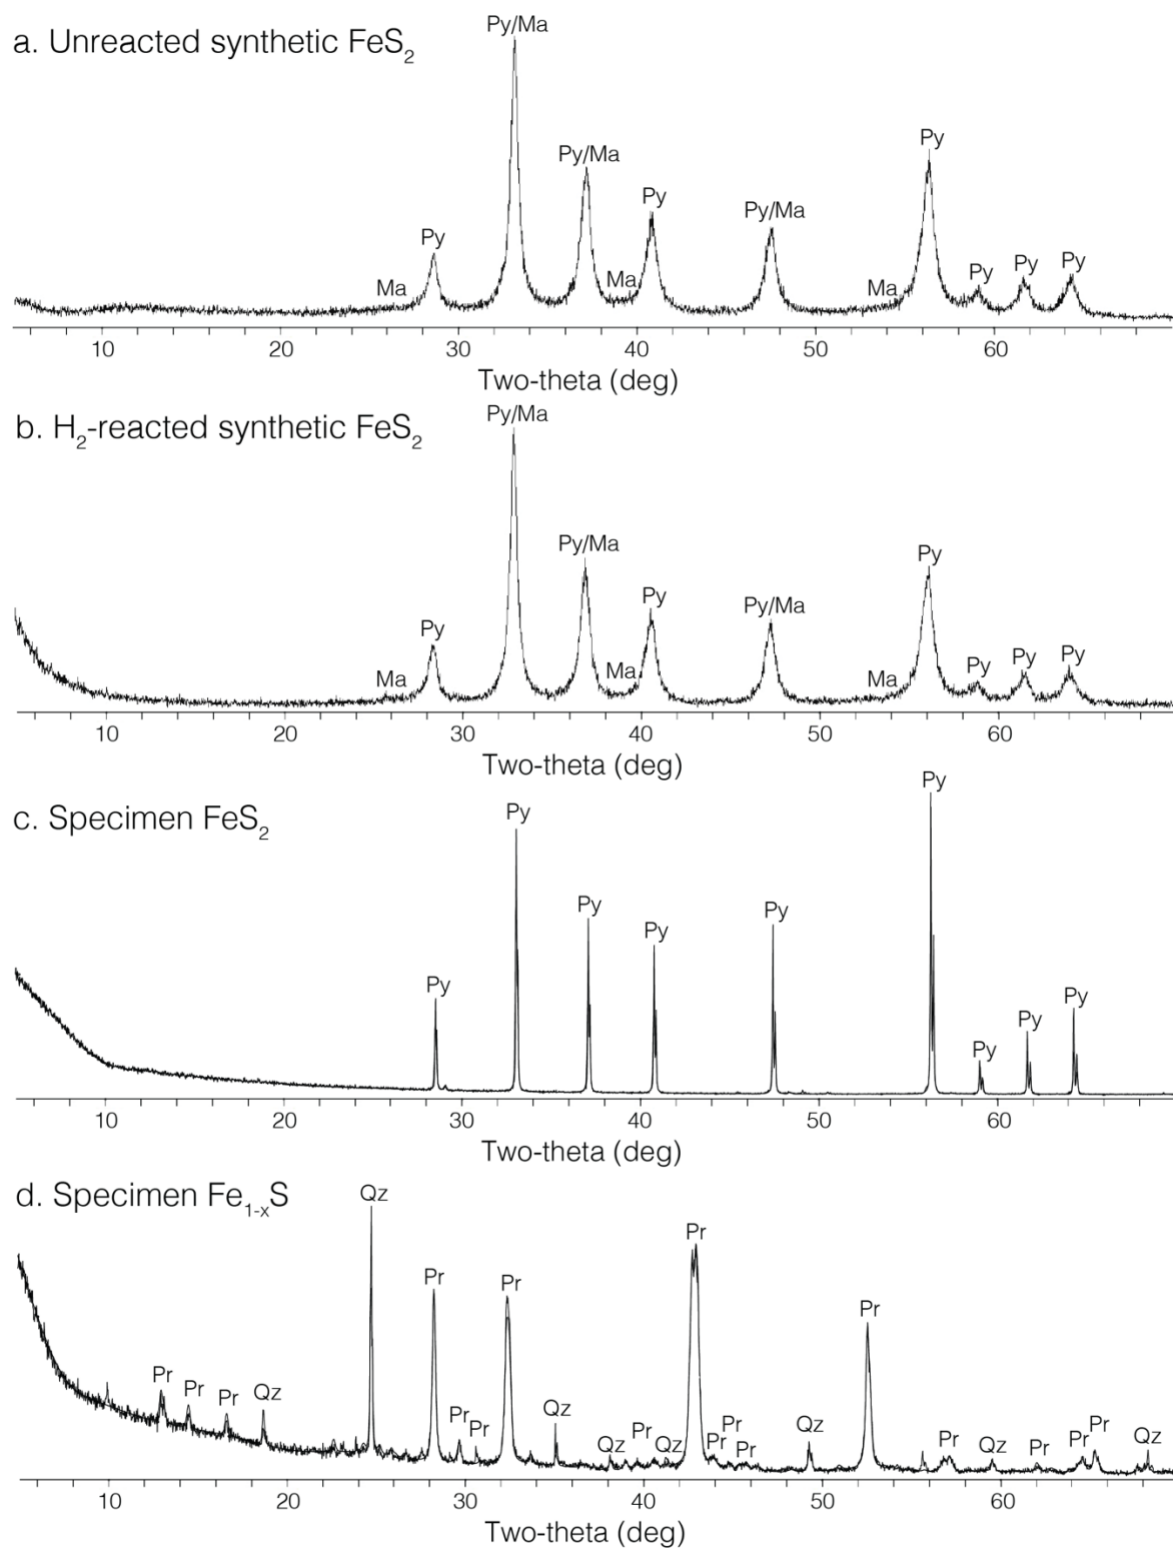

Figure S1. X-ray diffraction (XRD) analysis of minerals used in this study. Minerals were dried under a stream of nitrogen (N_2) gas, powdered, and subjected to XRD analysis. In panel (a)

unreacted synthetic nanoparticulate pyrite (FeS_2) slurry used in growth and abiotic experiments contained 97.4 % pyrite (Py) and 2.6 % marcasite (Ma) peaks by weight. In **(b)** the synthetic FeS_2 was reacted in a sealed serum bottle with 3.4 bar H_2 and showed a nearly identical spectra as **(a)** with 96.5% pyrite (Py) and 3.5 % marcasite (Ma) by weight. The specimen FeS_2 **(c)** and specimen pyrrhotite (Fe_{1-x}S) **(d)**, used in growth and abiotic experiments, were powdered and washed prior to drying under N_2 then subjected to XRD analyses. Specimen FeS_2 contained 100% pyrite (Py) and specimen Fe_{1-x}S contained 78.9% pyrrhotite (Pr) and 21.1% quartz (Qz).

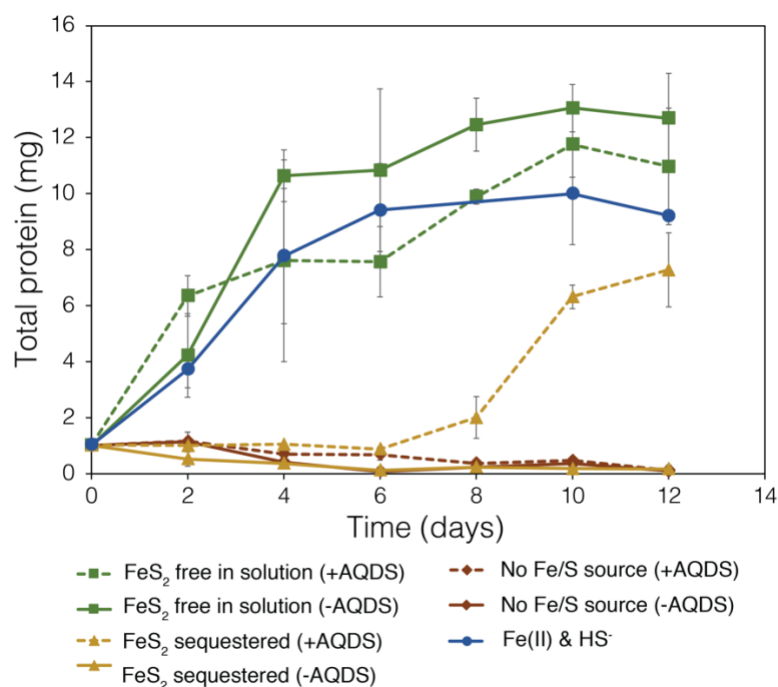

Figure S2. Production of protein by *Methanosarcina barkeri* strain Fusaro when grown with pyrite (FeS₂) free in solution or sequestered in 100 kDa dialysis tubing to prevent physical association. Negative control cultures contained no added Fe or S source, while positive control cultures were provided with 20 μ M Fe(II) and 2 mM HS⁻. AQDS was provided at a final concentration of 20 mM. Methanol and acetate were provided as the methanogenesis substrates and carbon sources for all conditions tested. Averages were calculated for triplicate cultures and standard deviations for the triplicates are shown. Experiments were conducted in 165 mL serum bottles containing 75 mL medium. These data accompany growth kinetics and activities presented in **Figure 6**.

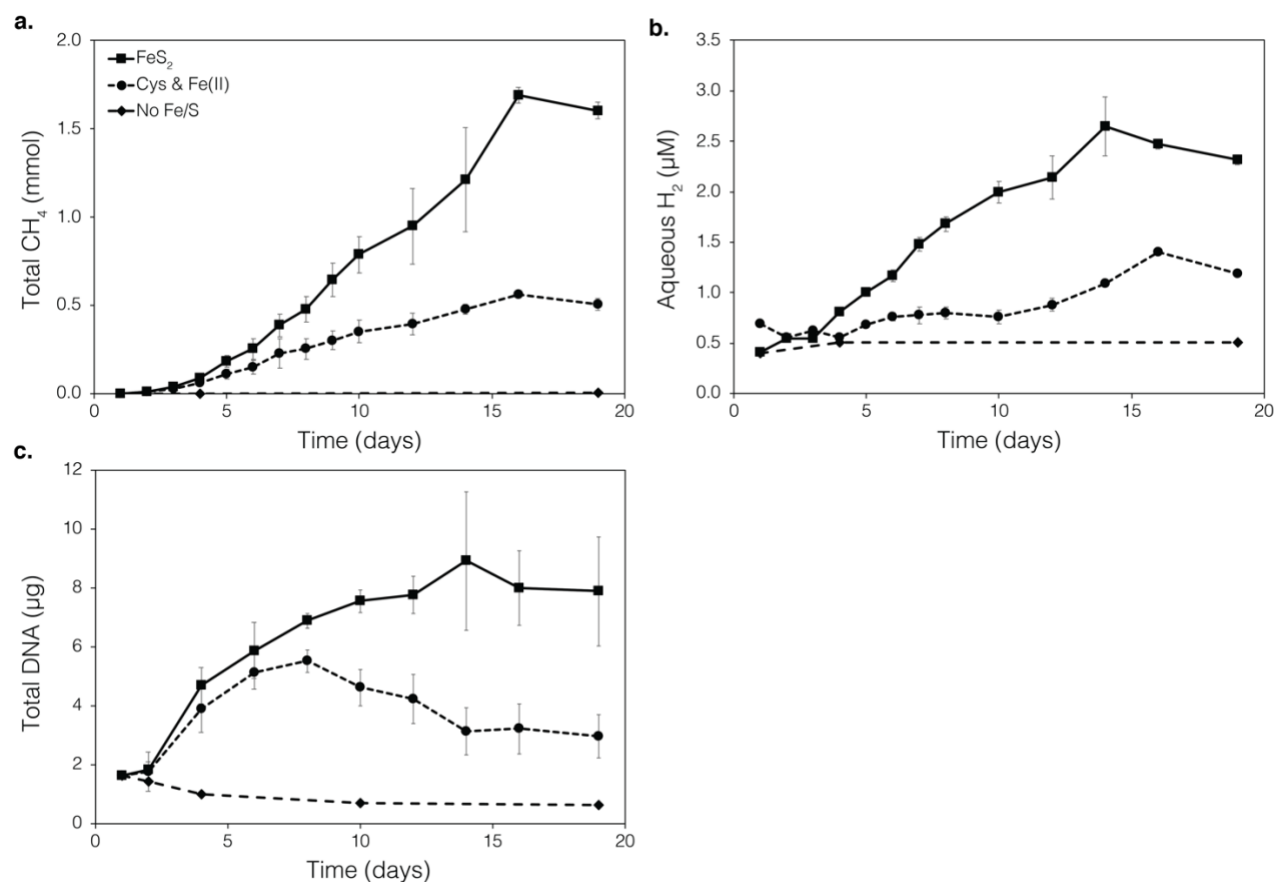

Figure S3. Production of (a) methane (CH₄), (b) hydrogen (H₂), and (c) biomass (DNA) during growth of *Methanosarcina barkeri* strain MS when provided with 2 mM synthetic pyrite (FeS₂) nanoparticles or 20 μM ferrous iron (Fe(II)) and 2 mM cysteine (Cys) as sole iron and sulfur source. Methanol and acetate were provided as methanogenesis substrates and carbon sources for all conditions tested.

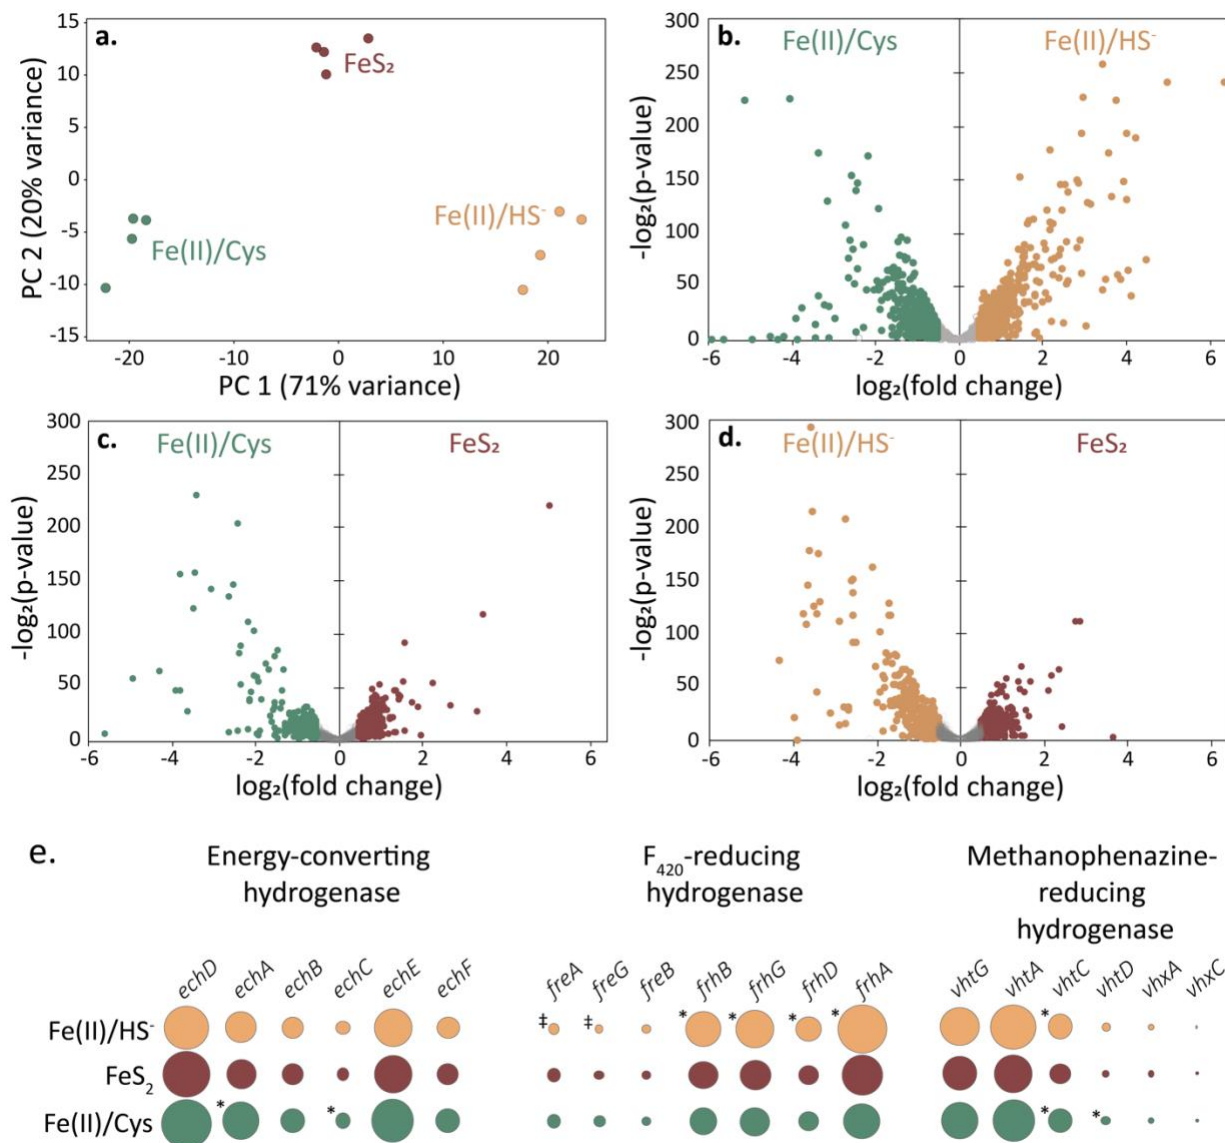

Figure S4. Global view of *Methanosarcina barkeri* MS genes that were differentially expressed when provided with different sources of iron (Fe) and sulfur (S), as specified in each figure panel. **(a)** Principal component analysis (PCA) was used to determine the level of variation among replicates within treatment groups and across treatment groups. **(b-d)** Plot of the pairwise log₂ fold change (LFC) in the expression of each gene (depicted by a single dot) as a function of the -log₁₀ of the adjusted p-value (-log₁₀(p-value)). Points that are in color rather than grey specifies protein transcripts that are significantly different above an adjusted p-value of 0.05 and that have a LFC that is either greater or less than 0.5. Points that are significantly up-regulated in the pyrite (FeS₂) growth condition relative to both ferrous iron (Fe(II))/cysteine (Cys) **(c)** and Fe(II)/sulfide (HS⁻) **(d)** growth conditions are plotted in **Figure S2**. **(e)** Expression of [NiFe]-hydrogenases from *M. barkeri* MS cells grown with either FeS₂ or Fe(II)/Cys as the sole Fe and S source. Methanol and acetate were provided as methanogenesis substrates and carbon sources for all conditions tested. Cultures grown with FeS₂ contained 83 mL of base salts medium and 87 mL headspace; cultures grown with Fe(II) and Cys contained 83.75 mL of base salts medium and

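The 12 libraries separated by source of Fe and S. In a PCA of the 500 most variable genes (log_2_ CPM, prior count 2), the first component held 72.0% of the variance and placed Fe(II)/Cys at a mean of -20.0 ± 1.53 (SD, n = 4), FeS_2_ at -0.317 ± 2.15 and Fe(II)/HS- at 20.3 ± 2.40. The second component held 20.1% and placed FeS_2_ at 11.9 ± 1.37, apart from Fe(II)/Cys at -5.82 ± 3.04 and Fe(II)/HS- at -6.05 ± 3.47. With all 3410 tested genes the components held 65.5% and 22.1%.
On FeS_2_ 321 genes were higher and 323 lower than on Fe(II)/Cys, 18.9% of the 3410 genes tested with edgeR’s quasi-likelihood test. Against Fe(II)/HS-, 502 genes were higher and 473 lower on FeS_2_, or 28.6%. With TMM the soluble sources differed from each other in more genes, with 649 higher and 705 lower on Fe(II)/HS- than on Fe(II)/Cys, or 39.7%. The replicates had a biological coefficient of variation of 10.5%. With library sizes alone in place of TMM, the median LFC of all genes moved to 1.00 for FeS_2_ against Fe(II)/Cys, 0.33 for FeS_2_ against Fe(II)/HS- and 0.70 for Fe(II)/HS- against Fe(II)/Cys, and 98.6% of the genes then called between FeS_2_ and Fe(II)/Cys were higher on FeS_2_, against 49.8% with TMM. The order of the comparisons then changed, with 2010 genes called between FeS_2_ and Fe(II)/Cys, 926 between the soluble sources and 89 between FeS_2_ and Fe(II)/HS-.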

86.25 mL headspace. In (c) expression of five [NiFe]-hydrogenase gene operons (1 energy converting (Ech), 2 F₄₂₀-reducing (Frh, second copy labeled as Fre), 2 methanophenazine-reducing (Vht, second copy labeled as Vxt)) involved in intracellular hydrogen production in *Methanosarcina barkeri* MS during growth on either FeS₂ or Fe(II) and cysteine. The sizes of the bubbles are proportional to the normalized expression of transcripts detected for each specified gene and have been standardized within each operon. These hydrogenases are homologous to the same five hydrogenases that were knocked out in the [NiFe]-hydrogenase mutant strain of *M. barkeri* Fusaro (see **Figure 4**). Genes that were significantly ($p < 0.05$) upregulated ($\log_2$ fold change (LFC) > 0.5) are marked with a *. Gene loci, normalized transcript expression values, and LFC with associated adjusted p -values are provided in **Table S1**. Abbreviations: Fe(II), ferrous iron; Cys, cysteine.

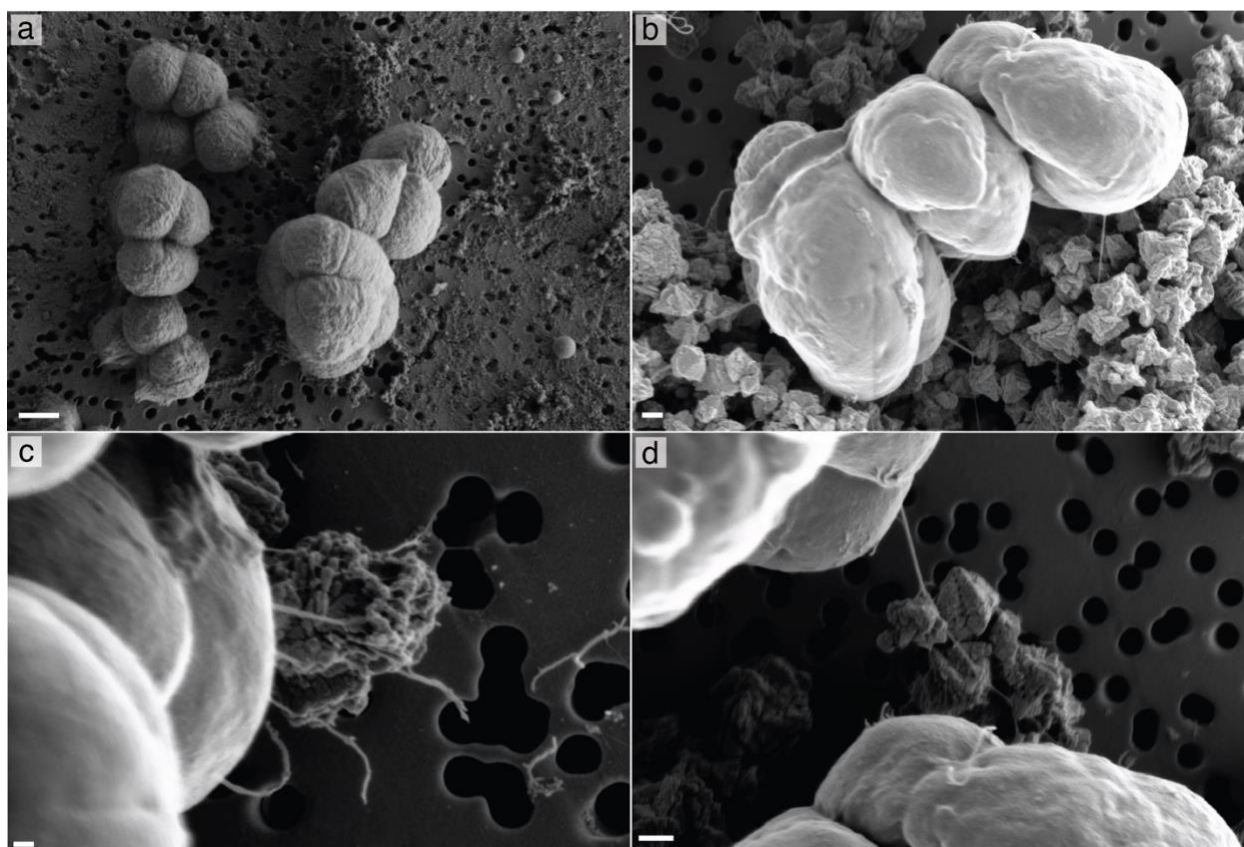

Figure S5. Field emission scanning electron micrographs of *Methanosarcina barkeri* Fusaro wild-type grown with different sources of iron and sulfur. (a) Cells grown with cysteine and ferrous iron did not associate with solid-phase precipitates. When grown with synthetic pyrite (FeS_2) nanoparticles as the sole source of iron and sulfur (b-d), *M. barkeri* Fusaro cells associated with FeS_2 nanoparticles via what appear to be dehydrated strands of extracellular polymeric substances (EPS) (indicated by white arrows in c and d). Cells in all conditions were grown with methanol and acetate as methanogenesis substrates and carbon sources. Scale bars: (a) 1 μm , (b, d) 300 nm, and (c) 100 nm.

How the deposited data were processed for this re-analysis (not part of the article)

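The data are the authors’ deposited counts from RNA sequencing of 12 cultures of *M. barkeri* MS, 4 for each of 3 sources of Fe and S (FeS_2_, Fe(II)/Cys and Fe(II)/HS-), with 1 library per culture. The authors depleted ribosomal RNA, trimmed paired-end reads with Trim Galore, aligned them to the genome of strain MS with Bowtie2, counted them per locus with HTSeq and analysed them with DESeq2 in R 3.6.0. The versions of the other tools and HTSeq’s counting mode, feature type and strand setting are not given in the sources used here. The values are whole numbers of counts per locus without normalization. Besides 3415 loci with at least 1 count they hold 57 loci with none and HTSeq’s summary entries for reads not counted to a locus, which were left out of the tests. These entries took 16.0 to 34.4% of all counted reads per library, and the entries for low alignment quality and multiple alignments were 0 in all 12 libraries.

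Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Loci were filtered with filterByExpr by condition, which left 3410, and scaled by TMM. All 12 libraries were fitted together with 1 coefficient per source, each pair of sources was compared with edgeR’s quasi-likelihood F test, and p-values were adjusted by Benjamini and Hochberg over all genes tested in a comparison. A gene was called at an adjusted p under 0.05 and a log_2_ fold change beyond 0.5, as in the paper. For genes higher on FeS_2_ than on both soluble sources, the mean normalized count of the FeS_2_ libraries also had to exceed 0.005% of the mean total of these libraries. The paper does not say over which libraries its abundance threshold was taken. For genes lower on FeS_2_ the mean over all 12 libraries was used. The common dispersion was 0.0111. The TMM effective size of Fe(II)/Cys replicate D was 3895648.1, the lowest of all, so low counts in that library are the least precise. Intervals of shares are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

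The genes to be named were set before the data were examined. They were those the paper names by locus tag or lists in Supplementary Table 1, whose values there had been seen. Each comparison added the 10 called genes with the largest and the 10 with the most negative log_2_ fold change. These needed at least 100 normalized counts and no overlap between groups. Under the same limits came the 10 genes called lower on FeS_2_ than on both soluble sources with the most negative mean of both log_2_ fold changes. An annotation of the genome was not used here, and only Supplementary Table 1 pairs identifiers with gene names, for 30 loci. Of genes without a name, few identifiers are therefore given. For the same reason the [NiFe]-hydrogenase genes, the lists of genes by function, the gene set tests on them and the removal of rRNA and tRNA loci were not analysed here. The 15 loci of the gene cluster are the 6 paired by Supplementary Table 1 and 9 whose identifiers lie between them.

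Alternatives set before the data were examined were RLE size factors, library sizes without composition normalization, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library of a condition, fits of the 8 libraries of each comparison, the replicate letter as a block, a test against the fold threshold, no fold threshold, other abundance thresholds, leaving out each library in turn and separate pairs of the FeS_2_ libraries for both comparisons. Removing the 4 loci with the most variable share, and leaving out replicates D of both soluble sources, were added after seeing the data. Pairs of replicate libraries differed by 10.1 to 133 times the sampling noise (chi-square per degree of freedom, 18 pairs), so none is a copy of another. The test was also run on simulated data with the depth and dispersion of these libraries.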

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

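The tests of the 4 loci, of the depth of 1 library and of other splits of the libraries were chosen only after the results were seen.

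Of 150 groups of 4 libraries, 8 held a library far from the others by Dixon’s ratio (gap over range, 95% critical value for 4), and chance gives about 1 in 20. Fe(II)/Cys replicate D had 1.92% of its counts in MSBRM_RS19785 (95% Wilson interval 1.92 to 1.93%), against 6.45 to 7.25% in the others (ratio 0.851). Fe(II)/HS- replicate D had 13.4% of its reads outside any feature (95% Wilson interval 13.4 to 13.4%), against 17.6 to 18.3% (ratio 0.850). Both of these libraries had the highest share of their source in the 4 loci with the most variable share, at 87.2% and 29.5%. Such a share lowers the other shares of a library, so neither flag is separate from the 4 loci. The methanol methyltransferase MSBRM_0302 had 35258 normalized counts in Fe(II)/Cys replicate C, against 16346 to 19331 (ratio 0.842), and MSBRM_0303 had 38081 in Fe(II)/HS- replicate A, against 31768 to 32094 (ratio 0.948). A pair of unnamed loci of the gene cluster stood apart in Fe(II)/HS- replicate A, with 511 normalized counts against 351 to 354 (ratio 0.982) and 583 against 461 to 482 (ratio 0.831). The AKR gene MSBRM_0280 had 1647 in FeS_2_ replicate D, against 1305 to 1355 (ratio 0.854), and MSBRM_0980 had 2404 in FeS_2_ replicate A, against 2292 to 2296 (ratio 0.966).

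Supplementary Table 1 leaves out 4 genes that passed its criterion in edgeR. In DESeq2, 29 genes passed, 28 of them in that table, and MSBRM_RS20560 was the other. MSBRM_RS17555 had an LFC of 0.54 against Fe(II)/Cys (adjusted p = 0.0321 in edgeR’s quasi-likelihood test) with 7179 ± 2829 counts on FeS_2_ (SD, n = 4) that overlapped those on Fe(II)/Cys. Its LFC against Fe(II)/Cys was 0.47 without Fe(II)/Cys replicate B, 0.49 without Fe(II)/Cys replicate C, 0.35 without FeS_2_ replicate A and 0.39 without FeS_2_ replicate B, below the fold threshold in each. The other 2 genes also lost a call without single libraries. For 1 of them the LFC against Fe(II)/Cys was 0.46 without Fe(II)/Cys replicate B, 0.43 without Fe(II)/Cys replicate D, 0.50 without FeS_2_ replicate B (below the threshold before rounding) and 0.48 without FeS_2_ replicate D. For the other the LFC against Fe(II)/HS- was 0.49 to 0.50, below the threshold, without any single Fe(II)/Cys replicate, Fe(II)/HS- replicate D, FeS_2_ replicate C or FeS_2_ replicate D. MSBRM_RS20560 lost no call when a library was left out.

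The paper reports genes higher on FeS_2_ and does not describe those lower, of which 53 were called lower than on both soluble sources, 44 of them with every FeS_2_ library below all 8 others. Chance gives this for 0.202% of unselected genes, whereas these were selected as lower on the same libraries, so the share is no separate evidence. MSBRM_RS12085 had 3955 ± 313 normalized counts on FeS_2_ (SD, n = 4), 10553 ± 3109 on Fe(II)/Cys and 11989.9 ± 2848 on Fe(II)/HS-, with LFCs of -1.41 (SE 0.18, adjusted p = 9.26e-06) and -1.60 (SE 0.18, adjusted p = 1.38e-06) in edgeR’s quasi-likelihood test. MSBRM_RS01650 had LFCs of -1.38 and -1.10. Other genes of the set fell far more against 1 source than against the other. MSBRM_RS02725 had LFCs of -4.25 against Fe(II)/Cys and -0.88 against Fe(II)/HS-, and MSBRM_RS16545 of -1.04 and -3.57. Without the abundance threshold the lower set held 75 genes, against 44.8 for independent lists, at most 0 in 20 simulations with no difference, and 62 to 74 with separate pairs of the FeS_2_ libraries for both comparisons. The 0 was near certain, since no gene differs in these simulations, and does not measure overlap among genes that do differ. The set depends on the scaling. With library sizes alone in place of TMM 2 genes were called lower than on both, 0 of them among the 53, and only 10 of the 53 stayed below Fe(II)/Cys, where their median LFC moved from -0.73 to 0.33. The median LFC of all genes then moved to 1.00 against Fe(II)/Cys, so these changes of sign follow from a common shift.

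Chance assignment of the libraries to the sources was tested by other splits of the same libraries. For the counts of genes chosen without regard to any list the splits argue against it, but only at the smallest share they allow. Splits that mix sources put the differences between sources into the spread within groups. Their 0 calls therefore do not measure how many calls chance gives, and chance is not excluded. The fits of 8 libraries called 646 genes for FeS_2_ against Fe(II)/Cys, 973 for FeS_2_ against Fe(II)/HS- and 1342 between the soluble sources, and in each only 1 of 35 splits, the real one, gave as many, with at most 0 in the others. For the 32 genes higher than on both and the 53 lower, 1 of 100 groupings gave as many, the real one, and the others gave at most 0. These groupings do not test how far the lists of both comparisons overlap by chance. The 7 genes of the cluster were also reached in 1 of 100 only, but the study chose the cluster on these libraries, so this excludes nothing for it.

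For the 32 genes higher on FeS_2_ than on both soluble sources, technical explanations are a few loci taking most of the counts and the low depth of 1 library. With the 4 loci removed before normalization 32 genes were called, all 32 of them the same. TMM already gives loci with such extreme shares little weight, so this removal could change little and does not decide on the first. MSBRM_RS19785, which also took a large share, was not removed. Without Fe(II)/Cys replicate D 29 were still called, which argues against the second as the whole cause. Which property of FeS_2_ these genes may respond to was not tested.

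The share of counts in the 4 loci was highest with Fe(II)/Cys, which may have a biological or a technical cause. The source of Fe and S as the whole cause is argued against by the Fe(II)/HS- libraries, in which the highest share was 56.2 times the lowest, with 29.5% in replicate D (95% Wilson interval 29.4 to 29.5%), and 12.5 times without that replicate. With Fe(II)/Cys and FeS_2_ the ratio was only 2.24 and 4.63. Ribosomal RNA left over by depletion cannot be told apart from other origins, because 0 of the 4 loci have a gene name in the sources used here. No preparation date or batch is given for the libraries, so a difference in library preparation between cultures was not tested.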

How the results depend on the processing

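Removing the 4 loci and leaving out replicates D of both soluble sources were tests chosen only after the results were seen. All counts stayed within 1.5 times the reported ones with RLE size factors, DESeq2, both other filters on low counts, fits of 8 libraries and a replicate block. With the block (the pairing of letters rests on no source, and 3 of 12 libraries resembled their own letter most) the sets higher and lower than both held 31 and 53 genes. Without the 4 loci they held 32 and 65, without both replicates D 25 and 44, and with halved FeS_2_ libraries 25 to 36 and 43 to 50.

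Without composition normalization, FeS_2_ had 1982 genes higher and 28 lower than Fe(II)/Cys, and 44 and 45 against Fe(II)/HS-. Between the soluble sources 880 were higher and 46 lower on Fe(II)/HS-, 95.0% of those called against 47.9% with TMM. The sets higher and lower than both held 14 and 2 genes, of which 4 and 0 were among the 32 and 53 with TMM. The fold changes of all 32 grew and all 32 stayed called against Fe(II)/Cys. Against Fe(II)/HS- the median SE rose from 0.092 to 0.43, and 28 calls ended. Of the 53, only 10 stayed below Fe(II)/Cys. In the cluster 2 of the 7 were called, with larger fold changes and SEs in all 7, and MSBRM_RS01470 changed sign, to 0.95 against Fe(II)/Cys and 0.095 against Fe(II)/HS-. This setting leaves the share of the 4 loci in the scaling. It moved the median LFC of all genes to 1.00 against Fe(II)/Cys and 0.33 against Fe(II)/HS-. The larger fold changes and the changes of sign follow from this common shift. A test against the fold threshold gave 138 and 141 against Fe(II)/Cys, 239 and 251 against Fe(II)/HS-, 424 and 472 between the soluble sources, and 14 and 13 in the sets beyond both (with the abundance threshold), as its construction asks for more than the threshold. Without a fold threshold the counts were 928 and 875, 1212 and 1061, 1235 and 1236, 274 and 213, and 13 in the cluster. With the abundance threshold over all 12 libraries 21 genes were higher than both.

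Leaving out 1 library in turn gave 293 to 332 higher and 304 to 365 lower than Fe(II)/Cys, 481 to 533 and 449 to 492 for Fe(II)/HS-, 607 to 666 and 693 to 711 between the soluble sources, 29 to 39 and 40 to 59 for both, and 7 to 7 in the cluster. Of the 30 genes of Supplementary Table 1, 22 kept both calls, and 8 lost 1 or both, with LFCs down to 0.40. Among them MSBRM_0067 had 0.47 against Fe(II)/Cys without Fe(II)/Cys replicate A or FeS_2_ replicate B. Not run, for lack of an annotation, were the removal of rRNA and tRNA loci, the gene set tests with an estimated correlation and the hydrogenase counts. Depth limits Fe(II)/Cys replicate D most.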

Differences from the paper's values

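In the main edgeR fit no value compared differs from the paper’s beyond the error and 1.5 times. The same holds for the fold changes in DESeq2. Some values differ under other settings, such as library sizes without composition normalization. Of 60 fold changes in Supplementary Table 1, the largest difference from edgeR was 0.0242 and from DESeq2 5.06e-04 on the log_2_ scale. Of 90 mean normalized counts, the largest ratio to the paper’s was 1.01.

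At the paper’s thresholds, with the abundance taken over the FeS_2_ libraries, 32 genes were higher on FeS_2_ than on both soluble sources, and the paper’s value is 30. Of the 32, 28 are among the paper’s. RLE size factors gave 30 genes, DESeq2 gave 29, of which 28 are the paper’s, and fits of 8 libraries gave 30. With the abundance threshold over all 12 libraries, a choice the paper leaves open, 21 genes were called. The paper’s MSBRM_0474 and MSBRM_2029 passed the test and the fold threshold in edgeR and DESeq2 and were reached in both when the abundance threshold was left out. MSBRM_RS20560 passed all 3 criteria in edgeR and DESeq2 and is not in the paper’s table.

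In the gene cluster the paper’s value is 6 genes past both thresholds, and 7 were found, the additional one at a low count. The paper’s text states that 8 more were moderately upregulated, against about 7 in Fig. 8B, read by eye, and 6 more passed the test in edgeR without regard to fold, under an assignment of 9 loci by identifier order. For the remaining genes the text and Fig. 8B describe a gene upregulated without significance, and the figure also shows a gene not differentially regulated. The loci that did not pass the test against both sources, even without regard to fold, were MSBRM_RS01460 and MSBRM_RS01470. MSBRM_RS01460 had LFCs of 0.08 (adjusted p = 0.474 in edgeR’s quasi-likelihood test) and 0.27 (adjusted p = 0.0130). MSBRM_RS01470 had LFCs of -0.12 (adjusted p = 0.340) and -0.20 (adjusted p = 0.0757) in the same edgeR test. Both match these descriptions in direction except for the test of MSBRM_RS01460 against Fe(II)/HS-.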

Other observations

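The tests of where FeS_2_ lies between the soluble sources were chosen only after the result was seen.

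The soluble sources also differed from each other in single loci. Of the loci tested between them, the locus with the largest rise on Fe(II)/HS- had 10899.8 normalized counts there and 133 on Fe(II)/Cys (means, n = 4), an LFC of 6.38 (SE 0.17, adjusted p = 7.97e-14 in edgeR’s quasi-likelihood test), and 4423 on FeS_2_. The one with the largest fall had 25.0 on Fe(II)/HS- and 4135 on Fe(II)/Cys, an LFC of -7.32 (SE 0.31, adjusted p = 9.09e-12 in the same edgeR test), and 139 on FeS_2_. Neither has a name in the sources used here. Genes that went opposite ways on FeS_2_ numbered 51 above Fe(II)/Cys and below Fe(II)/HS-, and 51 below Fe(II)/Cys and above Fe(II)/HS-, against 44.5 and 47.6 for independent lists.

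Many genes that differed between the soluble sources had values on FeS_2_ in between. On libraries not used to choose the genes, 70.3% of 2607 choices lay in between (1834 choices). These pool both ways of choosing on 1 pair of replicate letters and measuring on the other, with 1055 of 1552 genes chosen both ways. The share was lowest, at 59.7%, for genes higher on Fe(II)/HS- chosen on replicates A and B, short of the level set for this test. It was 71.0 to 77.6% in the other groups. The 70.3% thus does not rest on measuring genes on the libraries that chose them. Genes picked for a difference between the soluble sources can still hold any other source in that gap, and separate libraries do not remove this. The share expected for a source unrelated to both was not computed. The test therefore does not decide whether the picking of genes explains the share. A mixture of RNA from both soluble sources would put no gene beyond both, and 121 genes were called beyond both, higher or lower, without an abundance threshold. An intermediate supply of sulfide on FeS_2_ is a candidate explanation and was not tested, because sulfide levels are not analysed here.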
